# Integrated analysis of DNA methylome and transcriptome reveals epigenetic regulation of CAM photosynthesis in pineapple

**DOI:** 10.1186/s12870-020-02814-5

**Published:** 2021-01-06

**Authors:** Yan Shi, Xingtan Zhang, Xiaojun Chang, Maokai Yan, Heming Zhao, Yuan Qin, Haifeng Wang

**Keywords:** Epigenetics, DNA methylation, Transcriptome, *Ananas comosus*, Photosynthesis

## Abstract

**Background:**

Crassulacean acid metabolism (CAM) photosynthesis is an important carbon fixation pathway especially in arid environments because it leads to higher water-use efficiency compared to C3 and C4 plants. However, the role of DNA methylation in regulation CAM photosynthesis is not fully understood.

**Results:**

Here, we performed temporal DNA methylome and transcriptome analysis of non-photosynthetic (white base) and photosynthetic (green tip) tissues of pineapple leaf. The DNA methylation patterns and levels in these two tissues were generally similar for the CG and CHG cytosine sequence contexts. However, CHH methylation was reduced in white base leaf tissue compared with green tip tissue across diel time course in both gene and transposon regions. We identified thousands of local differentially methylated regions (DMRs) between green tip and white base at different diel periods. We also showed that thousands of genes that overlapped with DMRs were differentially expressed between white base and green tip leaf tissue across diel time course, including several important CAM pathway-related genes, such as beta-CA, PEPC, PPCK, and MDH.

**Conclusions:**

Together, these detailed DNA methylome and transcriptome maps provide insight into DNA methylation changes and enhance our understanding of the relationships between DNA methylation and CAM photosynthesis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-020-02814-5.

## Background

Drought is one of the most important abiotic stresses affecting the growth and development of plants and crops worldwide [1, 2], resulting in massive production losses. Compared to C3 and C4 plants, Crassulacean acid metabolism (CAM) plants have greater water-use efficiency (WUE) and are better adapted to arid and semi-arid regions.

Pineapple (*Ananas comosus*) is a major tropical crop, representing more than 20% of the world production of tropical fruits [3]. Pineapple fruit is used as a fresh and processed product, and global pineapple production is about 25.8 million metric tons fresh fruit [4]. Pineapple is also a model plant for studying CAM photosynthesis as an adaptation for increased water-use efficiency. In CAM plants, the stomata in the leaves are closed during the day, reducing evapotranspiration, but open at night to absorb carbon dioxide (CO_2_). The CO_2_ absorbed is stored in vacuoles in the form of four-carbon acid malate at night. During the daytime, malate can be transported into chloroplasts and converted into CO_2_ for photosynthesis. The CO_2_ is accumulated near the enzyme Rubisco, which reduces its oxygenase activity [5]. The benefits of this system are that CAM plants reduce water loss by closing stomata during the day and also have increased photosynthetic efficiency. The mechanism and evolution of CAM have been extensively investigated [6–10]. For instance, many genes putatively involved in the carbon fixation module of CAM in pineapple have been identified [6], and many of them are differentially regulated in different leaf tissues [11].

DNA methylation is a heritable epigenetic modification found in most eukaryotic organisms including plants, animals, and fungi [12, 13]. In contrast to animals, where DNA methylation occurs mostly at the CG cytosine sequence context, DNA methylation in plants can occur at CG and CHG (where H is A, T, or C) as well as the CHH context [14–16]. To date, DNA methylome studies in plants have investigated the roles of methylation in seed development, flowering time, hybrid vigor, and gene evolution [17–20]. Many plants are also known to undergo genome-wide DNA methylation changes under different stress and environmental stimuli [2, 21–23]. For example, Liang and colleagues found that genome-wide DNA methylation levels in *Populus* were increased under drought stress compared to the control condition [24]. A recent study in rice highlighted the differences in DNA methylation and the impact on gene expression in three different cultivars (IR64, stress-sensitive; Nagina 22, drought-tolerant; and Pokali, salinity-tolerant). Specifically, extensive differences in DNA methylation among these three cultivars were observed, and numerous differentially methylated regions were found to be associated with differentially expressed genes [25].

In pineapple, DNA methylation was found to play an important role in ethylene-induced flowering [26]. The recently completed genome of pineapple has and will continue to facilitate many areas of research in this species, and the present work focuses on the regulatory impact of DNA methylation on CAM pathway-related genes using temporal and spatial methylome and transcriptome analysis. A comparison of DNA methylation patterns and levels between green and white leaf diel time course allowed us to broadly investigate the epigenetic variation at CAM pathway-related genes. Combined with RNA-seq data, many CAM pathway related genes showed differences in temporal (diel time course) and spatial (green and white leaf) expression, and associated with differentially methylated regions, especially in the CHH context. Taken together, these results suggest a critical role of DNA methylation in the regulation of CAM pathway related genes, and also provide insights into the potential of epigenetic modifications for CAM engineering for the scientific and agronomic community.

## Results

### DNA methylation pathway genes are conserved in the pineapple genome

Much of the knowledge about DNA methylation in plants comes from studies in the model plant *Arabidopsis thaliana*. With the recent availability of the pineapple genome, homolog searches of DNA methylation pathway genes in pineapple are now possible. To identify pineapple genes homologous to *A. thaliana* DNA methylation pathway genes, we searched the annotated protein-coding genes of pineapple by using the BLAST and HMM algorithms. Based on protein similarity and domain conservation, we found that most of the DNA methylation pathway genes in *A. thaliana* are conserved in pineapple, including MET1, CMT2, CMT3, and DRM2, (Table 1). Genes involved in the RNA-directed DNA methylation (RdDM) pathway were also found in pineapple, including AGO4, DCL3, and NRPE5. 

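RNA-seq of pineapple leaf tissue was deposited for the green tip, the photosynthetic part of the leaf, and the white base, the non-photosynthetic part. The labels name 2 green tip and 2 white base libraries and give no time of day. They were assigned to 10 am because Supplemental Table 3 lists 2 RNA-seq libraries of each tissue at that time point alone. The authors trimmed the reads with Trimmomatic, aligned them to the pineapple genome with HISAT2, kept uniquely mapped reads and calculated FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) with StringTie. The deposited matrix holds 1 FPKM value for each of 27024 genes in each tissue, so each value below is the authors' value for a tissue, without replicates, SD or a test. A gene was taken as expressed above 0.5 FPKM, the threshold of the Methods. For comparisons, the log2 ratio of green tip to white base was calculated on FPKM + 1, which understates the change of genes with low FPKM, for the 18372 genes with a mean over 0.5 FPKM. A gene was counted as different at 2-fold or more, a criterion set after the matrix was found to hold no replicates. Among the genes of Table 1, the green tip column had a Pearson correlation across genes of 0.993 with the 10 am green tip column of the paper's Table 1 and of 0.949 to 0.971 with its columns for the other time points, on a scale of log2(FPKM + 0.1). For the white base the correlation was 0.995 with 10 am and 0.942 to 0.975 with the other time points.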

RNA-seq data were analyzed as an indicator of the functionality of these genes in pineapple, and most of the DNA methylation pathway genes analyzed were expressed at a relatively high level (mean FPKM =10.6; median FPKM=7.1; 10 am green tip sample) in the RNA-seq data. The results therefore indicate that the DNA methylation pathway related genes are retained and functional in pineapple.

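Of the 41 DNA methylation pathway genes of Table 1, 37 were above 0.5 FPKM in the green tip and 39 in the white base. In the green tip the 41 genes had a mean of 15.8 FPKM and a median of 9.24 FPKM, and 16 of them lay above 12.8 FPKM, the median of all genes over 0.5 FPKM in this tissue. The highest gene was NRPD4/NRPE4 (Aco018391.1) with 114 FPKM, and NRPE9B (Aco027798.1) was listed at 0 in both tissues. In the white base the mean was 19.5 FPKM and the median 14.1 FPKM. Of the 39 genes with a mean over 0.5 FPKM, 28 were lower in the green tip than in the white base, and the median log2 ratio was -0.53. Rescaling each column to the same sum (TPM) moved this median the most, to -1.34. CMT3 (Aco013381.1), a chromomethylase, had 0.0488 FPKM in the green tip and 12.4 FPKM in the white base. CMT2 (Aco015994.1) had 4.28 and 18.2 FPKM, DCL2 (Aco016157.1) 7.79 and 32.9 FPKM, and DME (Aco018501.1) 12.3 and 30.3 FPKM. RDR6 (Aco016551.1) and NRPD2/NRPE2 (Aco009438.1), with log2 ratios of -1.01 and -1.01, were the other genes at least 2-fold higher in the white base, and RDR6 was at -0.66 after quantile normalization. RDM1 (Aco004257.1) alone was at least 2-fold higher in the green tip, with 7.21 and 2.90 FPKM, and it was under 2-fold after TPM rescaling, at a log2 ratio of 0.36. MET1 (Aco005236.1) had 2.48 FPKM in the green tip and DRM2 (Aco007653.1) had 9.03 FPKM. The paper takes its homolog search and the expression of these genes as a sign that they are retained and functional in pineapple.

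**Figure D1:**
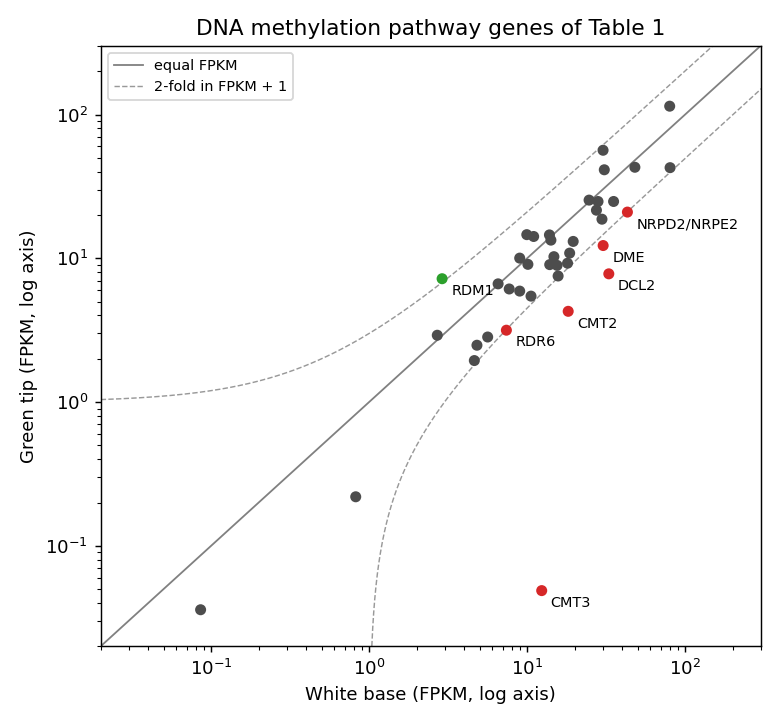
FPKM of the DNA methylation pathway genes in the green tip (vertical axis, log scale) against the white base (horizontal axis, log scale), with 1 point per gene above 0 in both tissues. The solid line marks equal FPKM and the dashed lines a 2-fold difference in FPKM + 1; the 6 red genes are at least 2-fold higher in the white base and the green gene, RDM1, in the green tip.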

**Table 1:** Putative DNA methylation pathway genes in Pineapple

			Pineapple (*Ananas comosus*) expression level (FPKM)									
		Name	Length (a.a)^a^	Locus	4 am		10 am		4 pm		10 pm	
		(Arabidopsis)			Green	White	Green	White	Green	White	Green	White
MET1		VIM1,2,3,4,5,6	645	Aco016212.1	7.46	5.59	3.27	8.46	4.72	7.90	7.54	6.88
		MET1,2a,2b,3	1534	Aco005236.1	1.31	6.52	1.96	4.58	2.42	3.87	1.93	5.87
CMT3		SUVH4	624	Aco004654.1	9.77	19.22	7.51	18.30	9.94	17.35	10.49	18.84
		CMT2	1295	Aco015994.1	2.87	15.82	3.24	18.74	7.69	18.30	4.58	18.97
		CMT3	839	Aco013381.1	0.19	19.10	0.00	11.51	0.29	22.40	0.09	21.01
RdDM	Pol IV recruit	CLSY1/CLSY2	1256	Aco011099.1	0.98	4.92	1.84	4.19	4.69	6.64	3.16	6.52
		SHH1/SHH2	258	Aco017233.1	27.03	21.65	30.40	31.64	23.48	22.87	31.70	22.40
	Pol IV	NRPD1	1453	Aco015559.1	1.16	3.66	4.37	8.40	10.37	7.46	3.21	6.56
	Pol IV+V	NRPD2/NRPE2	1172	Aco009438.1	14.13	36.95	17.12	42.20	22.25	41.79	19.55	44.53
	Pol IV+V	NRPD4/NRPE4	205	Aco018391.1	40.66	93.33	53.21	59.94	55.36	87.71	64.26	78.54
	Pol V	NRPE1	1976	Aco023234.1	9.14	13.25	10.37	14.25	14.42	13.37	16.44	13.77
	Pol V	NRPE5	222	Aco000628.1	9.73	10.40	6.58	17.27	10.27	13.87	9.90	13.93
	Pol V	NRPE9B	114	Aco027798.1	0.00	0.22	0.00	0.00	0.00	0.00	0.00	0.00
	Pol V recruit	DRD1	888	Aco017413.1	6.13	13.41	6.31	14.46	5.84	13.52	7.04	14.76
		DMS3	420	Aco010843.1	14.16	34.50	32.62	47.87	25.58	41.69	22.55	42.65
		RDM1	163	Aco004257.1	10.29	4.50	7.48	2.37	9.67	3.65	7.14	3.46
		SUVH2/9	650	Aco026941.1	5.11	11.78	8.82	15.09	7.62	12.09	7.19	12.68
		RDR2	1133	Aco015280.1	3.58	5.88	2.37	6.57	6.99	7.47	6.29	7.62
		DCL1	1910	Aco016650.1	8.67	20.76	15.73	31.37	20.01	18.71	13.42	22.14
		DCL2	1388	Aco016157.1	10.64	10.61	5.64	38.63	3.61	24.86	6.48	22.66
		DCL3	1580	Aco009891.1	4.10	18.07	8.23	18.51	13.62	17.98	8.24	18.58
		DCL4	1702	Aco008189.1	7.31	5.42	5.36	9.13	7.24	7.44	7.01	7.26
		HEN1	942	Aco008418.1	1.21	2.49	2.54	3.03	2.46	2.48	2.32	3.50
		AGO4	924	Aco017860.1	46.97	108.59	28.67	76.68	60.74	107.18	48.73	115.22
		KTF1	1493	Aco005272.1	20.73	32.16	15.42	33.56	19.91	34.61	23.67	39.20
		IDN2	647	Aco002916.1	10.84	25.56	7.05	19.13	11.89	21.67	11.84	26.22
		SUVR2	740	Aco006945.1	4.65	17.09	5.42	17.02	13.64	20.20	9.10	20.00
		DMS4	346	Aco012515.1	5.56	10.02	6.94	9.22	11.65	11.35	9.82	11.16
		UBP26	1067	Aco013188.1	5.62	8.95	10.84	9.96	10.93	9.95	9.63	9.20
		DRM2	626	Aco007653.1	7.66	12.17	7.38	13.61	4.34	10.75	6.97	12.09
		LDL1	844	Aco002795.1	9.81	5.76	7.29	11.43	10.36	6.00	12.07	6.54
		LDL2	746	Aco009449.1	5.12	6.00	4.22	6.48	3.19	5.43	4.89	5.99
		JMJ14	954	Aco010573.1	9.71	36.65	18.16	28.14	14.35	29.02	13.24	38.39
Others		HDA6	471	Aco016535.1	34.31	15.17	12.77	26.36	13.70	20.04	24.47	21.08
		RDR6	1196	Aco016551.1	2.61	2.88	1.65	6.96	2.61	4.84	4.30	4.50
		MOM1	2001	Aco008982.1	14.63	19.69	18.57	29.89	12.73	20.91	12.70	22.35
		MORC6	663	Aco020316.1	0.03	0.13	0.00	0.00	0.08	0.21	0.29	0.10
		DDM1	764	Aco027111.1	49.64	41.94	41.52	34.79	44.96	39.71	58.30	40.03
		DME	1987	Aco018501.1	9.56	40.31	7.75	31.70	15.71	38.49	10.70	40.59
		ROS1	1393	Aco018808.1	0.17	2.21	0.06	0.57	0.34	2.25	0.33	2.34
		DML2	1332	Aco002923.1	2.49	8.54	5.19	11.25	3.70	9.58	2.84	9.71

^a^ indicates length of the longest protein of this gene family

### Single-base resolution map of DNA methylation in the pineapple genome

To explore diel DNA methylation patterns between the photosynthetic (green tip) and non-photosynthetic (white base) leaf tissues of field-grown pineapple, we collected samples at 4 am (ante meridiem), 10 am, 4 pm (post meridiem) and 10 pm across a 24-h period from green tip (photosynthetic) and white base (non-photosynthetic) of leaf tissue and performed whole-genome bisulfite sequencing (WGBS) (Fig. 1). After trimming adapter sequences and filtering low-quality reads, a total of ~ 930 million paired-end reads were generated from the green and white tissue samples across four time course (each with two biological replicates), resulting in ~ 730-fold coverage of the reference genome (Supplemental Table 1). Approximately 70% of all cytosines in the reference genome were covered by at least four reads of different replicates (10 am as an example, Supplemental Figure 1). We also observed an average bisulfite conversion rate of unmethylated C to T of more than 98.7% from the chloroplast control, and the BS-seq data of the two biological replicates of each sample were highly correlated with each other (correlation coefficients> 0.95) (Supplemental Table 2). In summary, our data were reproducible and sufficient for further analysis.

**Fig. 1:**
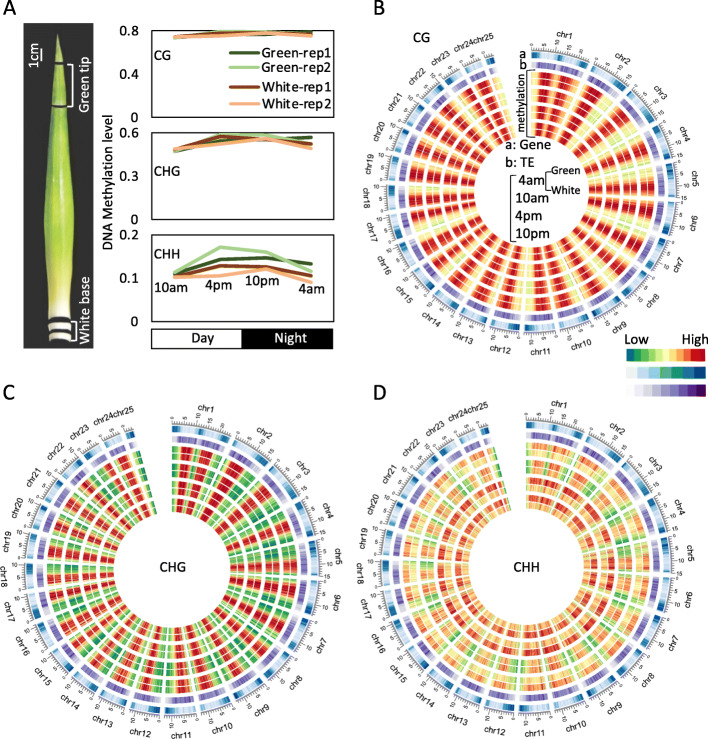
Sampling diagram and DNA methylation profile of pineapple leaf tissue. **a** Pineapple leaf tissue used to survey DNA methylation of CAM photosynthesis-related genes, and genome-wide average DNA methylation comparison between green and white leaf tissue across diel time course. Circos plot of gene density, TE density, and methylation levels of CG (**b**), CHG (**c**), and CHH (**d**) at different time periods between green tip and white base leaf tissue across 25 chromosomes

We next investigated the genomic CG, CHG, and CHH methylation levels and found that the genome-wide average DNA methylation levels were very similar between green tip and white base at different times, except for CHH methylation (Fig. 1a). This finding is consistent with data from studies in rice and *Arabidopsis*, in which average DNA methylation of different developmental stages of the same plant is very similar, except for highly specialized tissues, such as the endosperm and the pollen vegetative nucleus [17, 27–29]. The distribution of methyl-cytosine (mC) along the chromosomes was calculated using 500-kb sliding windows with step 100 kb (Fig. 1b-d). Consistent with the findings in other plants, the global DNA methylation profiles for the CG, CHG, and CHH sequence contexts revealed heavily methylated pericentromeric regions (Fig. 1b-d). Unlike the CG and CHG sequence contexts, the CHH methylation of green tip at different times is significant higher than that in white base, especially in pericentromeric regions, where TEs were also enriched (Fig. 1d). We found that the mC distribution in pineapple was different than the previously reported distribution in rice and sorghum [30, 31], and there were also differences between the green and white pineapple leaf tissues (10 am as an example, Supplemental Figure 2). Specially, while pineapple green leaf tissue showed bimodal patterns for all sequence contexts, bimodal patterns were observed only for CG and CHG in pineapple white leaf tissue and in rice and sorghum. This difference suggests that non-CG methylation, specifically, methylation in the CHH context, was maintained more effectively in green tip leaf tissue than in white leaf tissue.

### Photosynthetic and non-photosynthetic pineapple leaf tissues have different DNA methylation patterns in gene and TE regions

DNA methylation is similar between green tip and white base at different time course in CG and CHG sequence contexts, but very different in CHH context (Fig. 1). To explore the methylation patterns of different genomic structures, we examined the DNA methylation profiles of both gene and TE regions. Consistent to the analysis of genome-wide average DNA methylation, we found that CG DNA methylation is similar of green tip and white base at any time. This phenomenon is consistent in the gene and TE regions (Fig. 2a and d). Significantly, non-CG DNA methylation is very different of green tip and white base across different time, especially CHH DNA methylation (Fig. 2b-c and e-f). The CHH DNA methylation of green tip is significantly higher than that of white base, and its shows temporal rhythm changes (methylation is increased at 4 pm and 10 pm, but decreased at 4 am and 10 am), suggesting that it may be related to the photosynthesis of pineapple leaves, such as the CAM pathway.

**Fig. 2:**
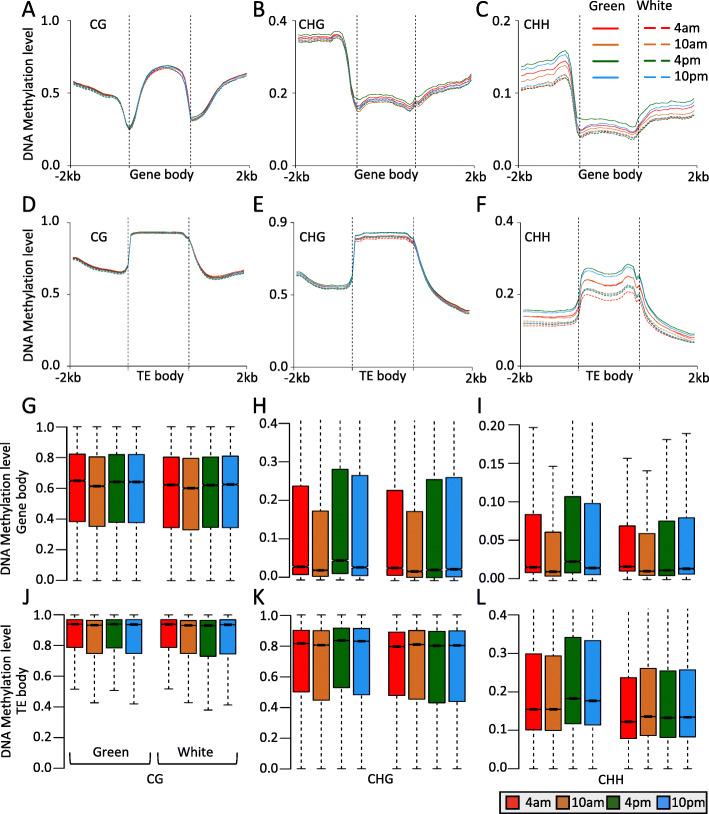
Comparison of DNA methylation patterns of genes and transposable element regions between pineapple green tip and white base leaf. **a**-**c** Metaplot of CG (**a**), CHG (**b**), and CHH (**c**) methylation of gene between green tip and white base across diel time course. **d**-**f** Metaplot of CG (**d**), CHG (**e**), and CHH (**f**) methylation of transposable elements between green tip and white base across diel time course. **g**-**i** Boxplot of CG (**g**), CHG (**h**), and CHH (**i**) methylation of gene between green tip and white base across diel time course. **j**-**l** Boxplot of CG (**j**), CHG (**k**), and CHH (**l**) methylation of transposable element regions between green tip and white base across diel time course

To further investigate diel DNA methylation levels of gene and TE regions, we focused on gene and TE body regions rather than flanking regions. From the temporal DNA methylation data, we compared the DNA methylation levels of gene and TE regions in green and white leaf tissue at different time, and observed diurnal methylation changes of both gene and TE regions. All contexts DNA methylation decreased in the early morning (10 am) and increased at the afternoon (4 pm) of both green and white leaf tissues across different time (Fig. 2g-j), except CHG and CHH DNA methylation of TE regions in white leaf tissue (Fig. 2k-l). Similar results were found in upstream and downstream regions of gene (Supplemental Figure 3). Consistent to the metaplot analysis of gene and TE regions, we found non-CG DNA methylation of green tip is higher than that of white base, especially CHH context. Collectively, our results showed that diel DNA methylation patterns and levels of both green tip and white base, and CHH methylation should play a critical role into this day-night cycling.

### Association between DNA methylation and gene expression

It is well established that DNA methylation is associated with gene expression [16, 32]. Moderately expressed genes have more methylation than lowly or highly expressed genes, and promoter DNA methylation is usually negatively correlated with gene expression, except in some cases in which it promotes gene expression [18, 33–35]. To investigate DNA methylation regulation of gene expression in pineapple leaf tissues, we initially examined the CG, CHG, and CHH methylation levels of all expressed genes in green leaf tissues (take 10 am as an example). Expressed genes were proportionally divided into five groups according to the level of gene expression: genes with the lowest expression composed the first group, and the most highly expressed genes composed the fifth group. 

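In the matrix, 17110 genes were above 0.5 FPKM in the green tip, which gave 5 groups of 3422 genes. The first group ran from 0.500 to 2.93 FPKM with a median of 1.36 FPKM. The second group ended at 8.69 FPKM, the third at 18.3 FPKM and the fourth at 40.9 FPKM, and their medians were 5.41, 12.8 and 26.8 FPKM. The fifth group had a median of 76.2 FPKM and held 85.6% of the summed FPKM of the tissue, while the first group held 0.446%. With every gene above 0 FPKM taken as expressed, the first group ended at 1.17 FPKM. No spread between libraries can be given for these bounds.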

Consistent with previous studies in other plant species, moderately expressed genes were the most highly methylated in gene body regions for the CG sequence context, i.e., the fourth group of genes was the most highly methylated in our study (Fig. 3a) [16, 18]. Non-CG methylation was highest in the first group of genes in both the gene body and flanking regions, and the second groups of genes also had higher non-CG methylation than the remaining groups of genes. These data suggest that non-CG methylation has a role in repressing gene expression (Fig. 3b-c).

**Fig. 3:**
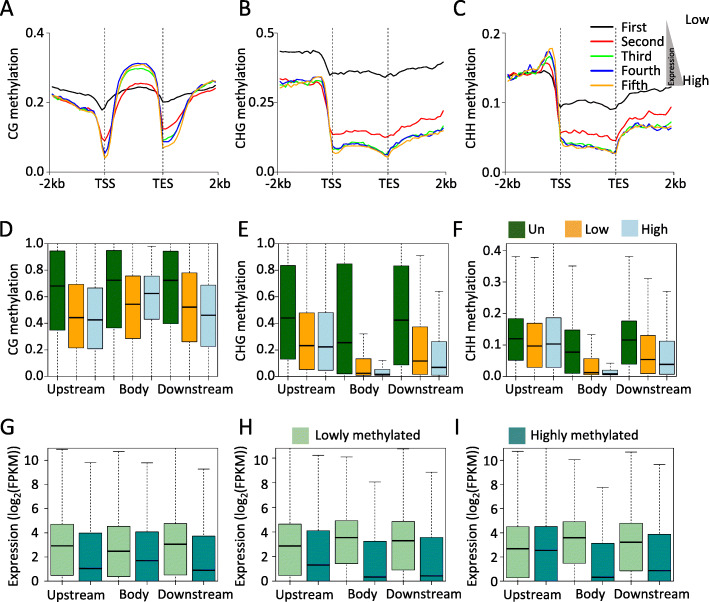
Correlation analysis between gene expression and DNA methylation. **a**-**c** Comparative analysis between gene expression and DNA methylation for the CG (**a**), CHG (**b**), and CHH (**c**) sequence contexts. **d**-**f** DNA methylation analysis of differential expression genes for the CG (**d**), CHG (**e**), and CHH (**f**) sequence contexts. **g**-**i** Expression analysis of different methylated genes in the contexts of CG (**g**), CHG (**h**), and CHH (**i**). Upstream, gene body and downstream regions were shown

We also observed that CG, CHG, and CHH methylation levels in promoter and downstream regions were highest in the most lowly expressed genes. To further examine the relationship between DNA methylation and gene expression, we analyzed the DNA methylation levels of three groups of genes (unexpressed, lowly expressed, and highly expressed genes) at different genic regions (promoter, gene body, and downstream regions). Compared to unexpressed genes, lowly and highly expressed genes had significantly lower CG, CHG, and CHH methylation at all three genic regions (Mann-Whitney test, *P*-value< 0.001) (Fig. 3d-f). Additionally, the methylation levels of lowly expressed genes were significantly higher than those of highly expressed genes at the different genic regions, except for CG methylation in the gene body and CHH methylation in the promoter region. A recent study in cassava also positively correlated gene body CG methylation with gene expression [18]. Thus, based on the present analysis and studies in other plant species, gene body CG methylation may be positively associated with gene expression [36]. We next focused on lowly and highly methylated genes, and examined the expression level differences between them. Similar to the results described above, lowly methylated genes were more highly expressed than highly methylated genes, and this was consistent for all three sequence contexts in the three genic regions except for promoter CHH methylation (Mann-Whitney test, *P*-value < 0.001) (Fig. 3g-i). Together, these data suggest that the relationship between DNA methylation and gene expression depended on the genic regions, as well as the cytosine sequence context.

### Diel DNA methylation regulation of pineapple leaf

Genome-wide DNA methylation levels and patterns in green tip leaf tissue were similar to those in white base leaf tissue. To investigate diel DNA methylation patterns of photosynthetic leaf tissue, we firstly calculated average weighted DNA methylation levels for each sequence context using 100-bp windows [37] and identified regions with significantly different methylation levels between different diel time course of green leaf tissues (hereafter referred to as differentially methylated regions, DMRs). For continuous time comparison, we found that the number of differentially methylated regions of CHH type is the largest, followed by CHG type and CG type. This also implies that the role of CHH methylation in the regulation of circadian rhythm of green leaf tissue is more important than CG and CHG methylation (Fig. 4a). In addition, we found that CHH DNA methylation changes were greatest of 10 am to 4 pm during the day, and showed hypermethylation at 4 pm compared with 10 am. To further examine the association between DNA methylation changes across different diel time course in three sequence contexts (CG, CHG and CHH), we compared DMRs of different sequence contexts, and found that DMRs are not overlapped of three sequence contexts. For example, the hypermethylated regions of CHH at 10 am may not necessarily be hypermethylated on CG and CHG sequence contexts (Fig. 4b); these CHH hypermethylated regions of 10 am become hypomethylated regions or no methylation changes regions at other times. This phenomenon is also consistent in CG and CHG methylation (Fig. 4c). This finding is consistent with the DMRs comparison between green tip and white base or white base at different diel periods (Supplemental Figure 4). Our analysis indicates that DNA methylation changes are dynamic of green tip across different periods, and probably play an important role in this diel cycle, especially CHH context.

**Fig. 4:**
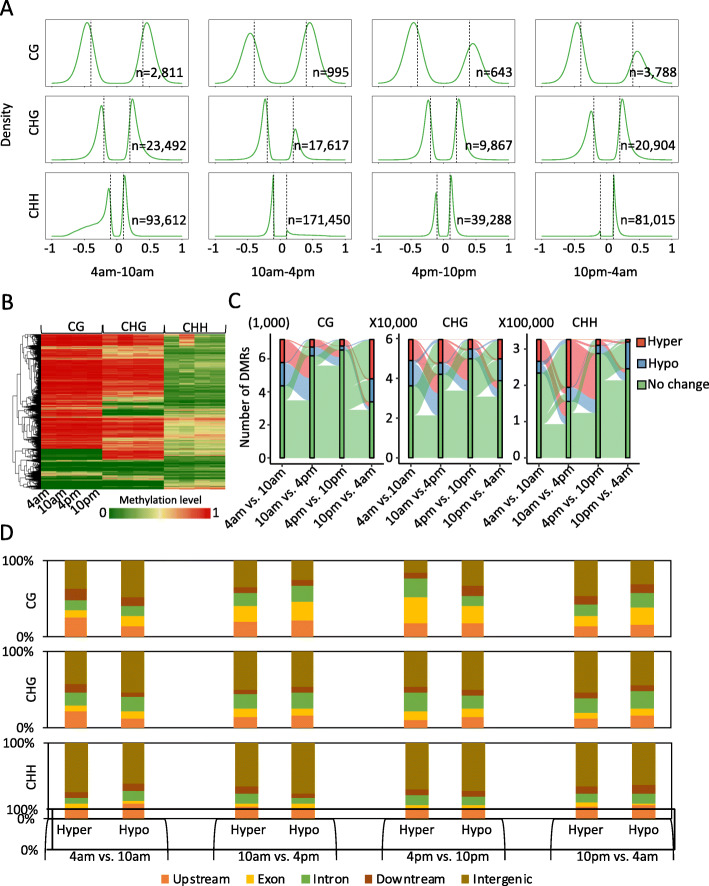
DNA methylation variance of green tip at different diel periods. **a** Density of differential methylation regions of CG, CHG, and CHH contexts across diel time course of green tip leaf tissue. ‘n’ denotes the number of DMRs. The vertical dotted lines mean the defined threshold of different DNA methylation changes (e.g. 0.4 for CG, 0.2 for CHG, and 0.1 for CHH methylation). **b** Heat map of DNA methylation levels of all DMRs (CG+CHG+CHH) of green tip leaf tissue. **c** Sankey plot of DMR dynamics across different periods of green tip of CG, CHG, and CHH contexts. **d** The genomic distribution of DMRs of green tip across different diel time course

We next examined the genomic characteristics of regions that changes of DNA methylation across diel time course. We tested the extent of overlap between DMRs within gene promoters (2 kb upstream of transcriptional start site), exons, introns, downstream regions of genes and intergenic regions. Although differential DNA methylation occurs in many locations, we found that most DMRs are enriched in intergenic regions. In addition, the DMR-enriched regions differ greatly between different comparisons of various time courses (Fig. 4d). For example, Aside from DMRs in intergenic regions, DMRs were most enriched in promoter regions of comparison between 4 am to 10 am, while exons were most enriched between 4 pm and 10 pm. This result is consistent with the above comparative analysis of DMRs, which shows the dynamic changes of DNA methylation in the green tip during the diel time course.

### Characterization of DMR-associated differential expression genes

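The depth behind the deposited FPKM values is taken from the paper's Supplemental Table 3, since FPKM values do not carry it. A search for a common step among the low values did not settle the depth. The paper reports 38256368 and 37324314 mapped reads for the 2 green tip libraries at 10 am and 35484112 and 44221272 for the 2 white base libraries. The summed FPKM was 1136442 in the green tip and 611241 in the white base, a ratio of 1.86. The 100 highest genes held 50.0% of the summed FPKM in the green tip and 18.7% in the white base. Of the 27024 genes, 7361 were listed at 0 in the green tip, 6426 in the white base and 5758 in both. Across the genes with a mean over 0.5 FPKM, log2(FPKM + 1) had a Pearson correlation of 0.656 between the tissues. This value is across genes, which are not independent replicates, and libraries of the same tissue could not be compared because each tissue has a single column.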

To investigate the impact of DNA methylation variance on gene expression differences of pineapple leaf tissues, we generated RNA-seq libraries for the same tissues used in the DNA methylation analysis and identified differentially expressed genes (DEGs) (Supplemental Table 3). We also compared our transcriptome data with the transcriptome data from previous studies, and found that our data is highly reproducible and consistent with each other (Supplemental Figure 5, 6]. We first focused on differentially expressed genes across different diel time courses between green tip and white base. Approximately 12,191 DEGs were identified across different time stages, and the most differentially expressed genes were identified at 4 am (8623) and the least were at 10 am (6916) (Fig. 5a). 

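At 10 am, 6981 of the 18372 genes with a mean over 0.5 FPKM differed at least 2-fold between the tissues in the deposited matrix. Of these, 3169 were higher in the green tip and 3812 in the white base, so that 45.4% were higher in the green tip. This count rests on 1 value per tissue and is a fold criterion without a test, so it is another measure than the DEGs of the paper, which were called on read counts. In 724 of these genes 1 tissue was listed at 0. The median log2 ratio of all genes tested was -0.0095. Rescaling each column to the same sum (TPM) moved the ratio of the tissues by -0.89 on the log2 scale before the pseudocount was added, and the median log2 ratio on FPKM + 1 to -0.81. It gave 1648 genes higher in the green tip and 7898 in the white base, or 17.3% higher in the green tip. Scaling the green tip by its median ratio to the 10 am values of Table 1, an alternative chosen after seeing the data, gave 2131 and 5203 genes, or 29.1%. With quantile normalization, 3728 and 3373 genes were higher in the green tip and in the white base.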

For these DEGs, we found that a large number of DEGs are associated with differential methylation regions (DMRs). For example, there are 10,708 (87.8%, 10,708 out of 12,191) DEGs overlapped with DMRs, most of which are CHH-type DMRs (Fig. 5b). This result is consistent with green tip and white base (Supplemental Figure 6 and Supplemental Figure 7). The results demonstrate that a large number of genes are differentially expressed across diel time course and that diel DNA methylation changes are critical for this transcriptional dynamics of pineapple leaf.

**Fig. 5:**
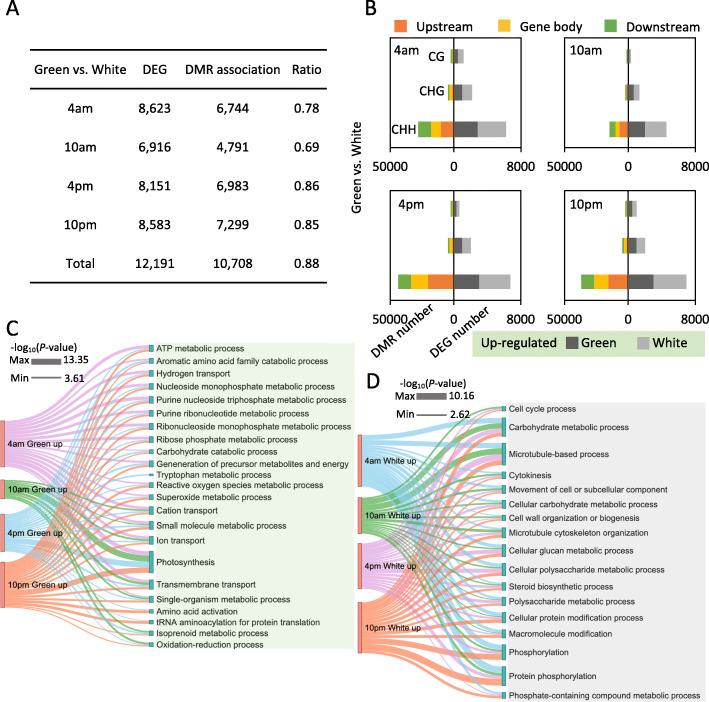
Differential methylation regions associated DEGs analysis. **a** Summary of DEGs and DMR-associated DEGs between green tip and white base at different diel periods. **b** The number of DMR-associated DEGs. DMRs were divided into up−/down-stream and gene body regions of CG, CHG and CHH contexts. DEGs were divided in to up- and down-regulated DEGs. **c** Enriched GO terms of DMR-associated up-regulated DEGs in green tip of different time course. **d** Enriched GO terms of DMR-associated up-regulated DEGs in white base of different time course. *P*-value was scaled to the thickness of line

We defined DMR-associated genes as those overlapping with a DMR in the 2000 bp upstream or 2000 bp downstream region or within the gene body. 5778, 2710, and 10,708 DMR-associated DEGs at different times were identified in green tip, white base and comparison between green tip and white base, respectively. To understand the critical roles of DMR-associated DEGs for pineapple leaf tissue of diel time periods. We performed Gene Ontology (GO) term enrichment analysis of DMR-associated DEGs from different periods comparison between green tip and white base. For DMR-associated DEGs in comparison between green tip and white base, we divided these genes into up-regulated genes in green tip or up-regulated genes in white base, and performed GO categories analysis separately. The results showed that the two groups of genes had very different functional categories. The DMR associated up-regulated DEGs in green tip were significantly enriched in the pathway of photosynthesis, transmembrane, and ion transport (Fig. 5c). On the contrary, DMR associated up-regulated DEGs in white base were enriched in protein phosphorylation, carbohydrate metabolic and microtubule-based process (Fig. 5d).

For DMR-associated DEGs in green tip across different periods, genes involved in transmembrane transport, photosynthesis, light harvesting, ion homeostasis processes were highly enriched (Supplemental Figure 6). For DMR-associated DEGs in white base, GO functional analysis showed an enrichment of genes associated with photosynthesis, oxidation-reduction process, and carbohydrate metabolic process (Supplemental Figure 7). Our data suggest that DNA methylation changes regulate gene expression difference between green and white leaf tissue and probably involved in regulating the source-sink relationship of the CAM photosynthesis process.

### CAM pathway related genes regulated by DNA methylation

Because the GO analysis of DMR-associated DEGs indicated an enrichment of genes with major regulatory roles in photosynthesis, light signaling, carbohydrate metabolic process and transmembrane transport pathways (Fig. 5, Supplemental Figure 6 and Supplemental Figure 7), we next focused on genes that are known to play critical roles in the CAM pathway. Previous studies have identified that 38 genes are involved in the carbon fixation module of pineapple CAM process through homologous search and expression profile analysis [6]. We found that the majority of them are differentially expressed in green and white leaf tissues at different diel periods, and divided into two clusters. 

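Among the 38 carbon fixation genes, 34 had a mean over 0.5 FPKM at 10 am. Of these, 17 differed at least 2-fold between the tissues, 11 of them higher in the green tip and 6 higher in the white base. After TPM rescaling these counts were 6 and 11. The log2 ratios ran from -3.48 for an NADP-ME gene (Aco009967.1) to 6.52 for a beta-CA gene (Aco006181.1). The median log2 ratio of the list was 0.20 and lay at the 71.5th percentile of 10000 random lists of the same size matched on mean expression. Since 21 genes were above 0 and 13 below, this median does not describe the single genes. The diel clusters of Fig. 6a include time points not analysed here.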

Genes of cluster 2 showed rhythmic expression in green tip but low expression in white base, and genes of cluster 1 showed that diel expression patterns in white base but arrhythmic expression in green tip (Fig. 6a). Most of these CAM genes are DMR-associated DEGs between green and white leaf tissues at different diel periods, including carbonic anhydrase (CA), phosphoenolpyruvate carboxylase (PEPC), malate dehydrogenase (MDH), phosphoenolpyruvate carboxylase kinase (PPCK) and pyruvate orthophosphate diakineses (PPDK) (Fig. 6b, Supplemental Table 4), majority of them also have been verified by our qRT-PCR validation (Supplemental Figure 8 and Supplemental Table 5). 

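Members of the same family differed in direction at 10 am. Among the 3 genes labelled PEPC in Fig. 6, Aco010025.1 had 633 FPKM in the green tip and 239 FPKM in the white base, whereas Aco016429.1 had 7.59 and 41.2 FPKM and Aco018093.1 41.3 and 80.0 FPKM. The log2 ratio of Aco010025.1 was 1.40, and it fell to 0.51 after TPM rescaling and to 0.92 after quantile normalization. That of Aco018093.1 was under 2-fold at -0.94. It passed 2-fold on the white base side after TPM rescaling (-1.82), quantile normalization (-1.08) and the scaling to Table 1 (-1.38). The 2 genes labelled PEPC-related, named as PEPC genes in Supplemental Table 5, were within 2-fold, Aco022525.1 with 11.0 and 13.5 FPKM and Aco001261.1 with 61.5 and 44.7 FPKM. After TPM rescaling Aco022525.1 was more than 2-fold higher in the white base, at a log2 ratio of -1.11, and the log2 ratio of Aco001261.1 was reversed, at -0.43 from 0.45. Of the 14 MDH genes, 4 were at least 2-fold higher in the green tip and 10 were within 2-fold with the FPKM as deposited. Aco013935.1 had 845 FPKM in the green tip and 251 FPKM in the white base, Aco004996.1 326 and 16.8 FPKM, Aco010232.1 267 and 52.0 FPKM, and Aco017528.1 56.3 and 17.2 FPKM. After TPM rescaling, Aco013935.1 and Aco017528.1 were within 2-fold, at log2 ratios of 0.86 and 0.79. The same rescaling takes Aco007734.1, Aco014690.1 and Aco006122.1, at -0.81, -0.62 and -0.12 as deposited, past 2-fold on the white base side. The PPCK gene Aco013938.1 had 1.81 FPKM in the green tip and 8.29 FPKM in the white base, and Aco010095.1 was below 0.5 FPKM in both tissues, with 0.354 and 0.424 FPKM. Of the 2 PPDK genes, Aco024818.1 had 396 FPKM in the green tip and 5.81 FPKM in the white base. Aco014488.1 had 5.81 and 3.57 FPKM, within 2-fold at a log2 ratio of 0.57. Its ratio of FPKM, 1.63, was below the ratio of the summed FPKM of the tissues, 1.86, so TPM rescaling reverses its direction. Over all time points, the paper's Supplemental Table 4 lists 751 DMRs for 35 of the carbon fixation genes, 645 of them of the CHH type. At 10 am it lists 136 DMRs in 26 genes.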

CA genes are responsible for carbon dioxide fixation in CAM photosynthesis. 

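Among the carbonic anhydrase genes at 10 am, Aco006181.1 (beta-CA) had 136 FPKM in the green tip and 0.485 FPKM in the white base. Aco005402.1 (beta-CA) had 198 and 9.68 FPKM, a log2 ratio of 4.22. Aco002732.1 (beta-CA) had 40.3 and 15.9 FPKM, a log2 ratio of 1.29, which was 0.44 after TPM rescaling. Of the 4 gamma-CA genes, Aco019038.1 had 68.1 FPKM in the green tip and 43.2 FPKM in the white base, a log2 ratio of 0.64 that was -0.23 after TPM rescaling. Aco014975.1 had 57.7 and 62.5 FPKM, and Aco023760.1 had 20.7 and 20.0 FPKM. Aco017803.1 had 1.41 and 5.58 FPKM and was, with the FPKM as deposited, the 1 gamma-CA gene that differed at least 2-fold, higher in the white base. The alpha-CA gene Aco007803.1 had 46.7 and 4.60 FPKM, and Aco016727.1 was listed at 0 in the green tip and had 1.89 FPKM in the white base.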

Three beta-CA and two gamma-CA genes are highly expressed in photosynthetic green tip, but lowly expressed in non-photosynthetic white base. Previous studies have shown that only beta-CA genes could be major protein for carbon fixation rather than other CA genes. In present study, we identified a greater number of CHH type DMRs located across gene body and flanking regions of all three beta-CA genes. For example, we identified several DMRs located in the Aco006181.1 (beta-CA) gene body region, and these regions showed reduced DNA methylation in green tip at different diel periods compared to white base (Fig. 6c). 

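In the coordinates of Supplemental Table 4, the beta-CA gene with the largest log2 ratio lies on LG16 from 8203532 to 8214852 on the forward strand. The other beta-CA genes lie on LG11 from 9906784 to 9914071 and on LG06 from 11080723 to 11083811. Beside the expression difference, the paper's Supplemental Table 4 lists 26 DMRs at 10 am for Aco006181.1, all in the gene body. All 6 CG DMRs were lower in the green tip, with the paper's mean methylation of 8.23% against 72.4% in the white base. All 4 CHG DMRs were lower in the green tip too, with 20.9% against 58.3%. Of the 16 CHH DMRs, 4 were lower in the green tip, and the mean was 39.0% against 30.3%. At 4 am 8 of 22 listed DMRs of this gene were lower in the green tip, at 4 pm 0 of 12 and at 10 pm 0 of 7. Within this list, lower methylation in the green tip was therefore limited to 10 am and 4 am. For Aco005402.1 the paper lists 6 DMRs at 10 am and for Aco002732.1 3, all lower in the green tip. The methylation values are the paper's, and no bisulfite sequencing file was analysed here.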

We suspected that these DMRs should be related to the gene expression difference of beta-CAs between green tip and white base.

**Fig. 6:**
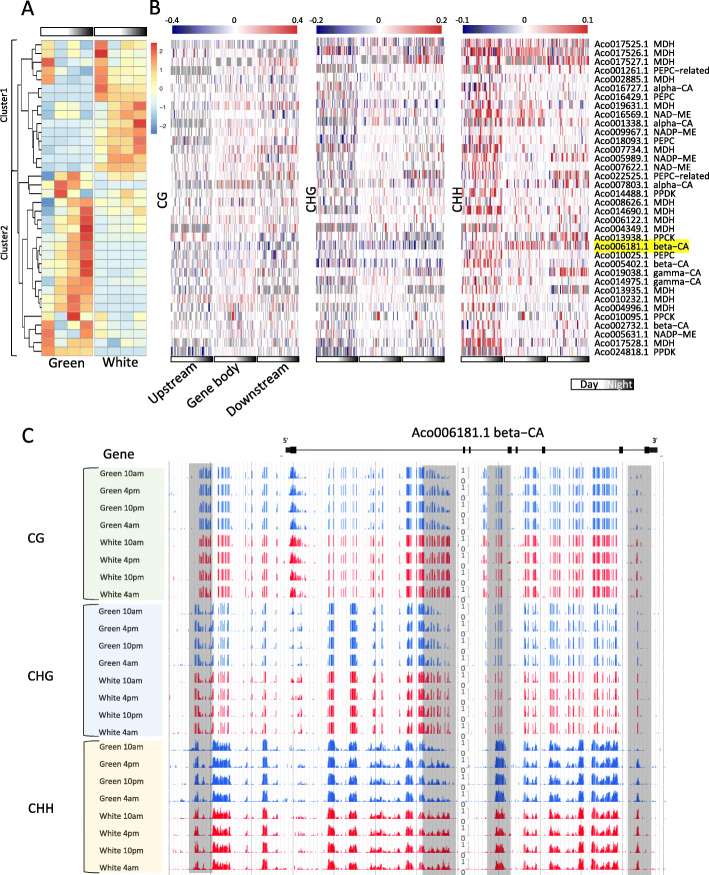
Diel expression patterns and DNA methylation of CAM pathway-related genes. **a** Expression patterns of CAM related genes for the diel time course between green tip and white base. Two clusters were grouped by hierarchical clustering. **b** DNA methylation dynamics across CAM related genes between green tip and white base at different time course (From 10 am to 4 pm, and then 10 pm to 4 am). Upstream, gene body and downstream regions were divided into 20 bins separately, and then calculated the methylation level of each bin. **c** Genome browser snapshot showing DNA methylation changes of Aco006181.1 (beta-CA) of green tip across different diel time course of CG, CHG, and CHH contexts

In addition, we also found that many genes involved in CAM-related pathway are regulated by DNA methylation, such as transporters, glycolysis and gluconeogenesis. 

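Of the 20 genes labelled in Supplemental Figure 9, 19 had a mean over 0.5 FPKM at 10 am, 9 of them at least 2-fold higher in the green tip and 2 in the white base. The list had a median log2 ratio of 1.00, at the 98.1th percentile of random lists matched on mean expression. After TPM rescaling the median was 0.12, and 3 genes were at least 2-fold higher in each tissue. Those higher in the green tip were Aco008167.1 and the invertase genes Aco023030.1 and Aco023036.1. The gene with the highest FPKM in the list, Aco008167.1, had 4524 FPKM in the green tip and 450.1 FPKM in the white base. All 18 glycolysis and gluconeogenesis genes of Supplemental Table 7 had higher FPKM in the green tip, 12 of them at least 2-fold, and 12 of the 18 remained above a log2 ratio of 0 after TPM rescaling. Their median log2 ratio of 1.63 lay at the 98.8th percentile of random lists, and it was 0.76 after TPM rescaling. Within this list Aco000731.1 had the largest log2 ratio, 4.21, and Aco020962.1 the smallest, 0.24, which was -0.65 after TPM rescaling and -0.31 after quantile normalization. Over all time points, the paper's Supplemental Table 6 lists 356 DMRs for 18 genes and its Supplemental Table 7 222 DMRs for 18 genes. At 10 am they list 61 DMRs in 17 genes and 36 DMRs in 11 genes.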

Several genes were studied to be candidates for pineapple to hydrolyze vacuolar sucrose to hexose, and showed peak expression at early or late morning, such as Aco023030.1, Aco023036.1 and Aco017533.1. 

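At 10 am, the 1 time point analysed here, all 3 invertase genes had higher FPKM in the green tip than in the white base as deposited. Aco023030.1 had 31.1 FPKM in the green tip and 2.68 FPKM in the white base, a log2 ratio of 3.13. Aco023036.1 had 5.17 and 0.201 FPKM, a log2 ratio of 2.36. Aco017533.1 had the highest FPKM of the 3 in both tissues, with 185 and 135 FPKM. Its log2 ratio of 0.45 was under 2-fold and was -0.44 after TPM rescaling.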

All these three members of vacuolar acid invertase gene family showed diel expression patterns and associated many DMRs between green tip and white base (Supplemental Table 7). Aco005379.1, which is a candidate for a vacuolar hexose exporter, and was previously shown highly expressed in green tissue, but did not show significant day-night cycling [11]. But we found this gene was highly expressed in green tip with peak expression at night (10 pm). 

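At 10 am, Aco005379.1 had 64.1 FPKM in the green tip and 35.3 FPKM in the white base. The log2 ratio of 0.84 was under 2-fold and was -0.03 after TPM rescaling. In the coordinates of the paper's Supplemental Table 6 the gene lies on LG11 from 9652885 to 9678030. Values at 10 pm were not analysed here.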

A total of 56 DMRs located across gene body and flanking regions of Aco005379.1, and most of them are CHH type DMRs (Supplemental Figure 9, Supplemental Table 6).

In pineapple genome, there are nine enzymes involved in glycolysis and gluconeogenesis. All of these nine enzymes shown higher expression in green tip than that in white base [11], and most of them are expressed rhythmically in green tip and arrhythmic expression in white base. But the regulatory mechanisms are still unclear. We found that all these nine enzymes were overlapped with many DMRs. For example, there are 30 DMRs across Aco024971.1 (triose-phosphate isomerase) gene body and flanking regions (Supplemental Table 7). Many studies have shown that circadian clock-related genes and some transcription factors encoding genes play essential roles in the photosynthesis pathway. 

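The paper's Supplemental Table 8 names 10 circadian clock-related genes and its Supplemental Table 9 names 5 MADS-box genes. At 10 am, 9 of the 10 clock-related genes had higher FPKM in the green tip, 5 of them at least 2-fold. Aco016649.1 had 341 FPKM in the green tip and 6.00 FPKM in the white base, and Aco013228.1 had 925 and 153 FPKM. Aco026499.1, the 1 gene lower in the green tip, had 7.53 and 14.9 FPKM. The median log2 ratio of the clock-related genes was 1.04, at the 97.5th percentile of random lists matched on mean expression, and it was 0.18 after TPM rescaling, when 6 of the 10 genes were above 0. Of the MADS-box genes, Aco013229.1 had 63.0 FPKM in the green tip and 24.3 FPKM in the white base, and the other 4 were lower in the green tip by less than 2-fold with a pseudocount of 1. The median log2 ratio of the MADS-box genes was -0.40, at the 26.5th percentile of random lists. After TPM rescaling it was -1.26, Aco013229.1 was within 2-fold at 0.47, and the other 4 were at least 2-fold higher in the white base.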

We also analyzed the expression changes of pineapple circadian related genes and MADS-box transcription factor genes between green and white tissues during the diel time, and found that many of their expression were regulated by the changes of DNA methylation (Supplemental Table 8 and 9) [38, 39]. Taken together, these results suggest that a large number of genes involved into CAM-related pathway are regulated by DNA methylation.

## Discussion

In this study, we generated temporal and spatial genome-wide single-base resolution DNA methylome maps and transcriptome profiles of pineapple leaf tissues, which greatly enhance and complement previous knowledge of CAM pathway studies. Comparing the methylation levels in photosynthetic green tip and non-photosynthetic white base leaf tissues revealed no significant global differences in CG and CHG methylation, but CHH methylation was significantly reduced in white base leaf tissue compared with green tip leaf tissue across different diel time course. In addition to the large number of DMRs located in the intergenic regions, we found that many DMRs were overlapped with gene body and flanking regions. Previous studies have shown that promoter methylation is often associated with downstream gene repression, but the role of gene body DNA methylation is still controversy. However, recent study have shown that gene body DNA methylation can alter gene expression [40]. There are obvious dynamic local DNA methylation changes during diel time course of green tip or white base of pineapple leaf. We hypothesized that dynamic DNA methylation changes in green tip or white base leaf tissue should be related to the CAM-related pathway. Through sampling diel DNA methylation patterns in both green and white pineapple at different diel time course, we were able to identified differential methylation changes related to the CAM photosynthetic pathway. By combining DNA methylation data and transcriptome data, we could identified a large number of DMR-associated DEGs, which are often enriched in several important biological pathways of CAM cycle, such as photosynthesis, lighting harvest, carbohydrate metabolism, transporter and protein phosphorylation. There are three CA gene families annotated in pineapple genome (alpha-CA, beta-CA, and gamma-CA), but only beta-CAs were expressed highly in green tip, and showed diel expression patterns [6]. We found all three beta-CAs in pineapple genome showed different expression between green tip and white base tissues, and were associated with many DMRs, especially CHH contexts.

Many of the presently available research on CAM pathways has focused on evolutionary and transcriptome analyses of CAM pathway-related genes [7, 11]. In *Guzmania monostachia,* people found that the up-regulated genes of the leaf tip are mainly enriched in the regulation of stomatal movement, tryptophan metabolic process, chlorophyll biosynthetic process, and aspartate metabolic process. However, the up-regulated genes of leaf base are mainly related to response to water deprivation, starch, and sucrose metabolic processes [41]. These results are consistent with our findings, indicating that core CAM-related genes and steps between inducible and constitutive CAM plants are similar.

Bromeliad leaves are described as showing a morpho-physiological gradient from the apex to the base [42–44]. In addition, previous studies of leaf segment RNA-seq data in pineapple, rice, and maize all suggest that fructose transporter (SWEET17) plays an essential role in exporting fructose from leaf sheath. They proposed that leaf tip and base within the same pineapple leaf play the role of sink and source cycle [11]. In our transcriptome data, we found that many genes involved in sucrose transporter, hexose transporter, glycolysis and gluconeogenesis were also associated with different methylation divergence, such as Aco005379.1, Aco023036.1, Aco005368.1 and Aco024987.1. We believed that DNA methylation plays a critical role of sink and source cycles daily between leaf tip and base by regulating the expression level of these transporters encoding genes. Gene duplication and expansion was initially proposed to be the driven force for the evolution of the CAM pathway [45]. However, it is still controversial, many studies have shown that CAM pathway should be evolved by differential expression of CAM-related genes or neofunctionalization rather than gene dosage [7, 10, 11].

## Conclusions

DNA methylation has been long recognized as a mechanism for gene expression regulation, repetitive element silencing, and plays a critical role for plant development and stress response. Here we showed that spatial and temporal DNA methylation and transcriptome changes during pineapple leaf CAM cycle. Our results strongly suggest that the transcription regulation of many key CAM-regulated genes involves DNA methylation and provide epigenetic insights for engineering of CAM in other crop improvement.

## Methods

### Plant material, library construction and sequencing

In this study, plant material of *Ananas comosus* var. *comosus* cultivar MD-2 was acquired from Guangxi Academy of Agricultural Sciences (GAAS), China (22.84^。^N, 108.48^。^E). Identification of the plant materials was made by the GAAS and original plant was acquired from Del Monte company (www.delmonte.com). The voucher specimen was deposited at the herbarium of the College of Plant Protection, Fujian Agriculture and Forestry University, China. DNA was extracted from two regions (green tip and white base) of ‘D’ leaf of pineapple (*Ananas comosus* var. *comosus* cultivar MD-2) using Qiagen DNeasy Plant Mini Kit, and BS-seq libraries were prepared using the TruSeq Nano DNA LT kit (Illumina), as described previously [32]. For each tissue type, two libraries corresponding to two biological replicates were sequenced on a HiSeq X Ten system (Illumina) to obtain paired-end 150-bp reads per the manufacturer’s instructions.

Total RNA was extracted from the same tissue used for the BS-seq libraries, and RNA-seq libraries were prepared using the TruSeq Preparation Kit with polyA mRNA selection, per the manufacturer’s instructions (Illumina). Three libraries (only two libraries for 10 am sample) were pooled and sequenced to obtain paired-end 150-bp reads on the Illumina HiSeq X Ten system.

### BS-seq data analysis

For each biological replicate of BS-seq data, bisulfite-converted reads were trimmed by Trimmomatic and aligned to the pineapple reference genome using BSMAP v2.90 [46]. Four mismatches were allowed per 100-bp read length, and only uniquely mapped reads were kept for further analysis. The conversion rate was estimated using one minus the average DNA methylation level from chloroplast genome. Correlation between two biological replicates was calculated using the average DNA methylation level of non-overlapping 100-bp windows, and the *cor()* function in R software (www.r-project.org). Metaplots for both gene and TE regions were generated using the average weighted DNA methylation level of three separate regions: the upstream region (100-bp bin size), gene body (20 proportional bins), and downstream region (100-bp bin size). Differentially methylated regions (DMRs) were determined by DMRcaller, which is a versatile R/Bioconductor [47].

### RNA-seq data analysis

RNA-seq reads were trimmed by Trimmomatic and aligned to the pineapple reference genome by HISAT2 v2.1.0 [48] with default parameters, and only uniquely mapped reads were kept. Expression value was quantified by StringTie v1.3.3b [48] as FPKM (fragments per kilobase per million mapped reads). Differentially expressed genes (DEGs) were identified by DESeq2 v1.22.2 with default parameters [49]. RNA-seq data of Ray M. et al. (2015) were downloaded from NCBI BioProject PRJNA305042, and only data at 4 am, 10 am, 4 pm and 10 pm time points were considered for comparisons. The same RNA-seq analysis pipeline in present work was performed on these public dataset, genes with FPKM > 0.5 were considered as expressed, and used for heatmap and Pearson correlation coefficient analysis.

### qRT-PCR validation

Total RNA for real-time PCR analysis was extracted following manufacturer’s protocol using RNA extraction kit (Omega Bio-Tek, Shanghai, China) from “D” leaf that was the same stage for BS-seq and RNA-seq analysis. Green tissue at the leaf tip and white tissue at the leaf base of the same leaf were collected and quickly froze in liquid nitrogen at 10:00 am, 4 pm, 10 pm, and 4 am as Fig. 1a shown. These sample were stored in − 80 °C refrigerator until total RNA extraction. Total RNA was diluted with nuclease-free water. 1 μg of purified total RNA was reverse transcribed to cDNA in a 25 μl reaction volume using M-MLV reverse transcriptase (Promega) according to the supplier’s instructions. The qRT-PCR reactions were carried out with Quantitative kit (TRANS, Beijing, China) with the program: 95 °C for 30s; 40 cycles of 95 °C for 5 s and 60 °C for 30s; 95 °C for 15 s. For each condition, three technical replicates and at least three independent biological replicates were performed. The PCR primers were listed in Supplemental Table 5.

### GO enrichment analysis

GO enrichment of DMR-associated genes was performed by using the OmicShare tool, free online platform for data analysis (www.omicshare.com/tools) with hypergeometric test. Only GO terms with *P*-value less than 0.01 were used for further analysis.

## Supplementary Information

**Additional file 1.**

## Data Availability

The data reported in the present paper were deposited into the Gene Expression Omnibus (GEO) database (accession number GSE120401).

## Abbreviations

CAM: Crassulacean acid metabolism
RdDM: RNA-directed DNA methylation
GO: Gene ontology
WGBS: Whole genome bisulfite sequencing
FPKM: Fragments per kilobase per million mapped reads
DMRs: DNA methylation regions
DEGs: Differential expression genes

# Supplementary material for: Integrated analysis of DNA methylome and transcriptome reveals epigenetic regulation of CAM photosynthesis in pineapple
**Source:** BMC Plant Biol. 2021 Jan 6;21:19. doi: 10.1186/s12870-020-02814-5
**Supplement:** Supplementary file 1 — Additional file 1.

**Supplemental Table 1. Summary of BS-seq reads mapping.**

|           |       | Alignment reads | Total reads | Coverage<br>(X) | Conversion<br>rate | Mapping<br>ratio | mCG    | mCHG   | mCHH   |
|-----------|-------|-----------------|-------------|-----------------|--------------------|------------------|--------|--------|--------|
| 4am_rep1  | Green | 98,974,967      | 137,410,204 | 28              | 98.98%             | 72.03%           | 79.07% | 56.79% | 13.35% |
| 4am_rep2  |       | 83,187,376      | 120,146,056 | 27              | 98.68%             | 69.24%           | 76.46% | 52.03% | 11.42% |
| 4am_rep1  | White | 99,217,842      | 138,941,906 | 30              | 98.86%             | 71.41%           | 75.87% | 52.11% | 10.71% |
| 4am_rep2  |       | 84,556,478      | 119,798,650 | 29              | 98.89%             | 70.58%           | 74.91% | 48.94% | 9.04%  |
| 10am_rep1 | Green | 82,981,674      | 122,114,678 | 27              | 99.49%             | 67.95%           | 73.56% | 47.19% | 11.04% |
| 10am_rep2 |       | 81,001,302      | 117,737,248 | 29              | 99.40%             | 68.80%           | 73.32% | 47.29% | 11.36% |
| 10am_rep1 | White | 84,563,465      | 124,177,904 | 27              | 99.48%             | 68.10%           | 74.28% | 48.41% | 10.28% |
| 10am_rep2 |       | 89,809,353      | 128,548,624 | 34              | 99.41%             | 69.86%           | 74.22% | 48.80% | 10.39% |
| 4pm_rep1  | Green | 70,655,331      | 99,713,640  | 39              | 99.22%             | 70.86%           | 76.68% | 54.43% | 14.48% |
| 4pm_rep2  |       | 67,594,264      | 99,454,308  | 33              | 99.26%             | 67.97%           | 78.66% | 58.71% | 17.16% |
| 4pm_rep1  | White | 76,261,200      | 111,042,076 | 39              | 99.49%             | 68.68%           | 77.63% | 57.40% | 12.86% |
| 4pm_rep2  |       | 72,896,596      | 105,981,410 | 33              | 99.48%             | 68.78%           | 75.37% | 51.74% | 10.66% |
| 10pm_rep1 | Green | 67,882,311      | 99,780,136  | 33              | 99.21%             | 68.03%           | 77.15% | 55.34% | 14.69% |
| 10pm_rep2 |       | 75,093,428      | 109,428,896 | 32              | 99.26%             | 68.62%           | 78.95% | 58.08% | 16.06% |
| 10pm_rep1 | White | 68,603,873      | 99,641,912  | 33              | 99.18%             | 68.85%           | 77.37% | 55.50% | 12.50% |
| 10pm_rep2 |       | 87,403,767      | 129,479,154 | 35              | 99.20%             | 67.50%           | 77.83% | 55.96% | 12.12% |

**Supplemental Table 2. Pearson correlation coefficient between the two biological replicates of BS-seq sample.**

| Pearson correlation coefficient | CG   | CHG  | CHH  |
|---------------------------------|------|------|------|
| Green(4am)                      | 0.97 | 0.98 | 0.93 |
| White(4am)                      | 0.97 | 0.98 | 0.94 |
| Green(10am)                     | 0.99 | 0.99 | 0.97 |
| White(10am)                     | 0.99 | 0.99 | 0.97 |
| Green(4pm)                      | 0.96 | 0.98 | 0.95 |
| White(4pm)                      | 0.97 | 0.98 | 0.95 |
| Green(10pm)                     | 0.98 | 0.99 | 0.97 |
| White(10pm)                     | 0.98 | 0.99 | 0.97 |

**Supplemental Table 3. Summary of RNA-seq reads mapping.**

| Sample |      |      | Mapping reads | Total reads | Mapping ratio |
|--------|------|------|---------------|-------------|---------------|
| Green  | 4pm  | rep1 | 43,318,861    | 47,752,244  | 90.72%        |
|        | 4pm  | rep2 | 56,397,824    | 62,056,284  | 90.88%        |
|        | 4pm  | rep3 | 59,619,354    | 65,698,144  | 90.75%        |
| White  | 4pm  | rep1 | 49,309,178    | 55,857,152  | 88.28%        |
|        | 4pm  | rep2 | 60,106,442    | 69,157,454  | 86.91%        |
|        | 4pm  | rep3 | 42,230,085    | 49,111,332  | 85.99%        |
| Green  | 10pm | rep1 | 44,903,956    | 49,385,338  | 90.93%        |
|        | 10pm | rep2 | 45,391,014    | 49,770,040  | 91.20%        |
|        | 10pm | rep3 | 54,122,072    | 60,097,110  | 90.06%        |
| White  | 10pm | rep1 | 45,374,449    | 52,826,964  | 85.89%        |
|        | 10pm | rep2 | 46,012,034    | 52,880,314  | 87.01%        |
|        | 10pm | rep3 | 48,409,686    | 57,702,546  | 83.90%        |
| Green  | 4am  | rep1 | 70,719,566    | 77,242,172  | 91.56%        |
|        | 4am  | rep2 | 50,968,946    | 56,914,326  | 89.55%        |
|        | 4am  | rep3 | 49,848,312    | 55,800,816  | 89.33%        |
| White  | 4am  | rep1 | 44,249,356    | 51,281,830  | 86.29%        |
|        | 4am  | rep2 | 57,824,558    | 65,961,376  | 87.66%        |
|        | 4am  | rep3 | 50,664,431    | 57,356,832  | 88.33%        |
| Green  | 10am | rep1 | 38,256,368    | 46,223,158  | 82.76%        |
|        | 10am | rep2 | 37,324,314    | 45,092,100  | 82.77%        |
| White  | 10am | rep1 | 35,484,112    | 44,021,882  | 80.61%        |
|        | 10am | rep2 | 44,221,272    | 54,522,034  | 81.11%        |

**Supplemental Table 5. The qRT-PCR primers.**

| Gene        | Common name | Forward primer          | Reverse primer             |
|-------------|-------------|-------------------------|----------------------------|
| Aco007803.1 | Alpha-1     | CCACATGGTACACAAGAGTGAT  | CTCTTCGCGCCTCCTTATTT       |
| Aco016727.1 | Alpha-2     | CTGCTCGCATCATCCTTTCT    | GCCGGTGGATCCATCATTATATC    |
| Aco001338.1 | Alpha-3     | CATTACCACCATCTCCCTCATC  | GCTCCCTTGAACGTAGCTAAA      |
| Aco002732.1 | Beta-1      | TGGCTTGAGCCAAGAAATCA    | CCAGAAACCTGTACTCCAACCTC    |
| Aco006181.1 | Beta-2      | GCGATAGAGTATGCGGTCATC   | GATGGACATGAGCCCTTTGA       |
| Aco005402.1 | Beta-3      | CTGTGCGAAACATAGCAAACA   | CAAGGTGGAGGACAGCATATT      |
| Aco014975.1 | gamma-1     | CGTAGGGACGAGGAGTATGA    | TGAAGTATGTTGTGCGGAAGG      |
| Aco023760.1 | gamma-2     | CTGCTGGAGCCCTTGTATG     | GTTGCGGACTGGGTGATAAA       |
| Aco017803.1 | gamma-3     | CACGAGGAGACTCTGGAGAT    | TAAGCAGTGGAGTAGGGAAGA      |
| Aco010025.1 | PEPC-1      | AGTTTGAGTCCTGGCGATTC    | CTGCTTGTTCCTCCTCCTAAAT     |
| Aco018093.1 | PEPC-2      | GCAACACCGGAGATGGAATA    | CATGGGATTGCACGTAGAGAT      |
| Aco016429.1 | PEPC-3      | CGATGAACTGAGGCGTCATAA   | CACGACGTAGATAGTGTGGAATAG   |
| Aco022525.1 | PEPC-4      | GCTCTTTACGAGAGCTTCAGAG  | GGTTCCTTCTGCTGTGGATAC      |
| Aco001261.1 | PEPC-5      | GCGATGTCTCCTCCAGAATAAC  | AATCTAGTGTTAGGTACTGCCTTTAG |
| Aco010095.1 | PPCK-1      | ATGAGCGAGGGCTTGAAC      | CGAGAAGCAGCGGAAGAC         |
| Aco013938.1 | PPCK-2      | TTGAGGAGGGAGTACGAGAT    | CCTTCTCCACCGACTTCAC        |
| Aco024818.1 | PPDK-3      | AGGAGTGGGAGAGCTCATTA    | CACCATGCTCACCACAAATTC      |
| Aco014488.1 | PPDK-4      | TCGGAGAGAGGGTTGTCTAAA   | GCCTGCTTTACGATCTCCATTA     |
| Aco006122.1 | MDH-1       | CTTATGTCCAGTCGACCATCAC  | CAATCCAAGCACCTCCTCTAC      |
| Aco007734.1 | MDH-2       | CTGCGATCATCAAAGCAAGAAA  | GTGTCCCAAGAACCCAATCA       |
| Aco013935.1 | MDH-3       | GTCTCTGATGATGACTGGCTAAA | CAGCACTTGCAGCAGATAAAG      |
| Aco002885.1 | MDH-4       | TCTGATTGCGAATGGTGTATCA  | CACTTTCGGGTGCTTCTTCT       |
| Aco004349.1 | MDH-5       | GGTGGGCATGCTGGTATAA     | CCTCTTAGTGAGCGCCTTAAT      |
| Aco014690.1 | MDH-6       | GAGGTTGTGGAAGCGAAAGA    | ATCTCCGTCGAGTGCTCTAA       |
| Aco017525.1 | MDH-7       | CCTTCTTCCGCCAGATCAAA    | GAGATCTTGATGCGGTGGTT       |
| Aco017526.1 | MDH-8       | TTAGTGCCGGATCCGATGA     | CGTCGACGTGCTCACCTA         |
| Aco017527.1 | MDH-9       | CAGCTTCTCCGGCTTCG       | TGAACGGAGAGTAGGAGGTT       |
| Aco017528.1 | MDH-10      | TGAAGAAGACCTCCTCTCTCTC  | TCTTTGATCTGGCGGAAGAAG      |
| Aco019631.1 | MDH-11      | TGCAGCAGAAGCCCTAAAT     | AGTGCAAGCTTCAACCAATC       |
| Aco010232.1 | MDH-12      | CGGACCGGATCAACCAATAA    | CCTCCCTCAACAAAGGGTAAA      |
| Aco004996.1 | MDH-13      | GTCACGGAGCTTCCATTCTT    | CCAGCCCTCTCAAACCTCATT      |
| Aco008626.1 | MDH-14      | GGTCAATCCTCCGTGTTCTT    | GGCACTTAAATCCTTGCATGAG     |
| Aco009967.1 | NADP-1      | TAAGGGCCGTGCAATCTTT     | CCGAAACCCGGAATATGTAG       |
| Aco005631.1 | NADP-2      | CCAGAAGAGCATCCAGGTTATT  | CAGCGCCTCATTGTTTGTTC       |
| Aco005989.1 | NADP-3      | GTTGCCAGTGCTTACCAATTAC  | CTCTTCTTTGCCTCAACCCTAT     |
| Aco016569.1 | NADP-4      | CCTATAGTTTACACGCCCACTG  | CCCACGATCTTCTGCACTAAA      |
| Aco007622.1 | NADP-5      | GTTGCACTAGCTGGACTACTT   | GCTCCTACTACGACAATCTTCTG    |

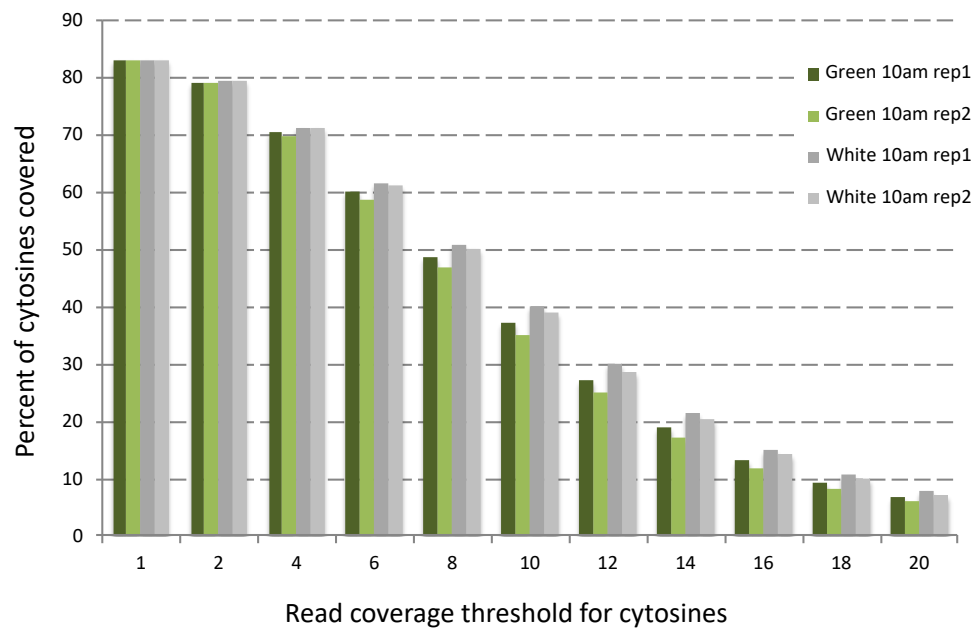

**Supplemental Figure 1. Genome-wide cytosine coverage by mapped BS-seq data.** As figure shown, about 70% of total cytosines were covered by at least 4 mapped reads in each replicates of green and white leaf tissue at 10 am.

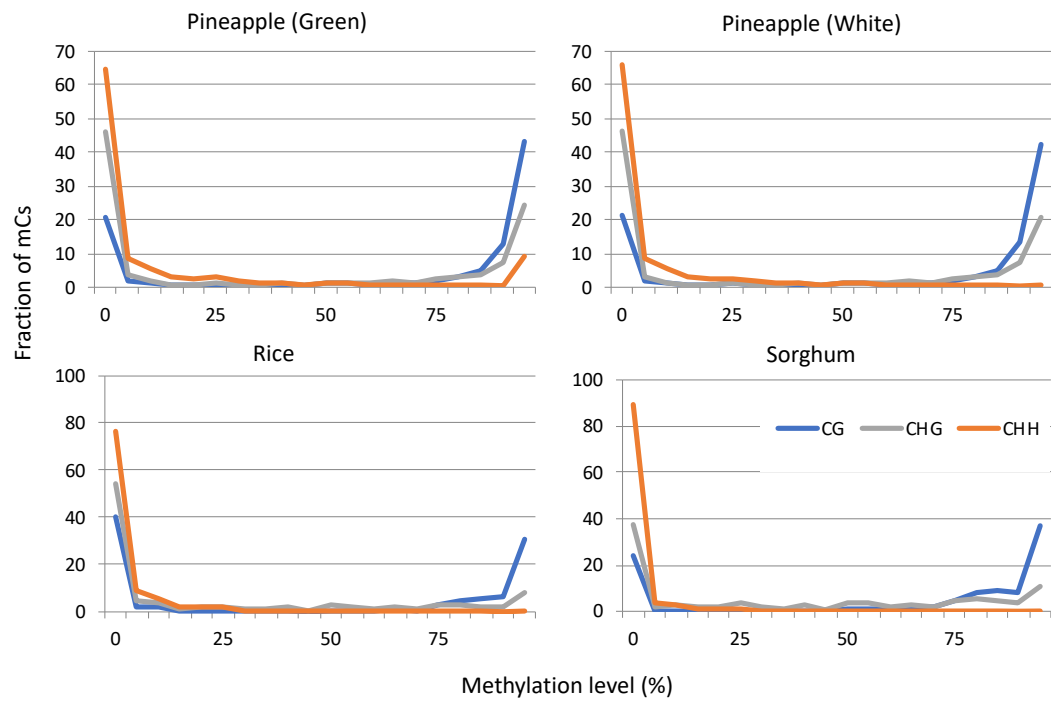

**Supplemental Figure 2. The DNA methylation level distribution between pineapple (green tip and white base), rice and sorghum.** Only methyl-cytosines covered by at least 3 reads were counted and used for methylation calculating.

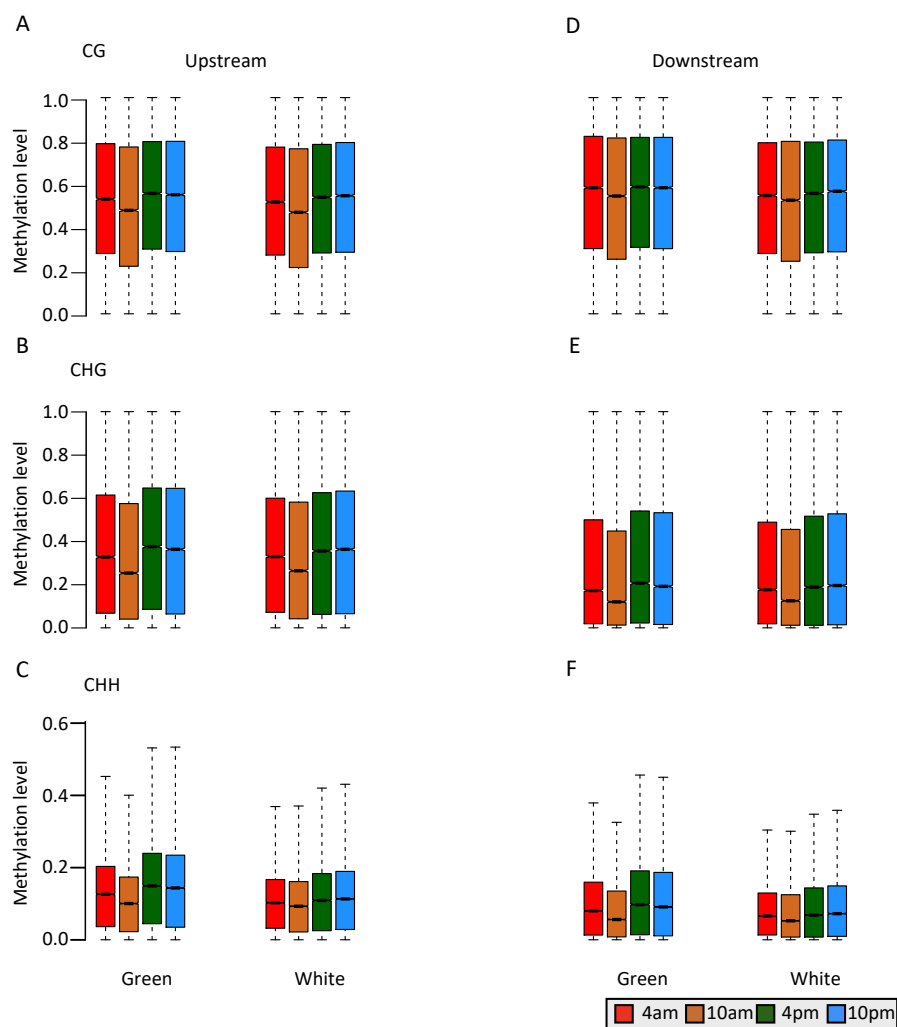

**Supplemental Figure 3. DNA methylation patterns of genes regions for the diel time course in green tip and white base.** (A-C) DNA methylation patterns across gene upstream regions of green tip and white base across different diel time course. (D-F) DNA methylation patterns across gene downstream regions of green tip and white base across different diel time course.

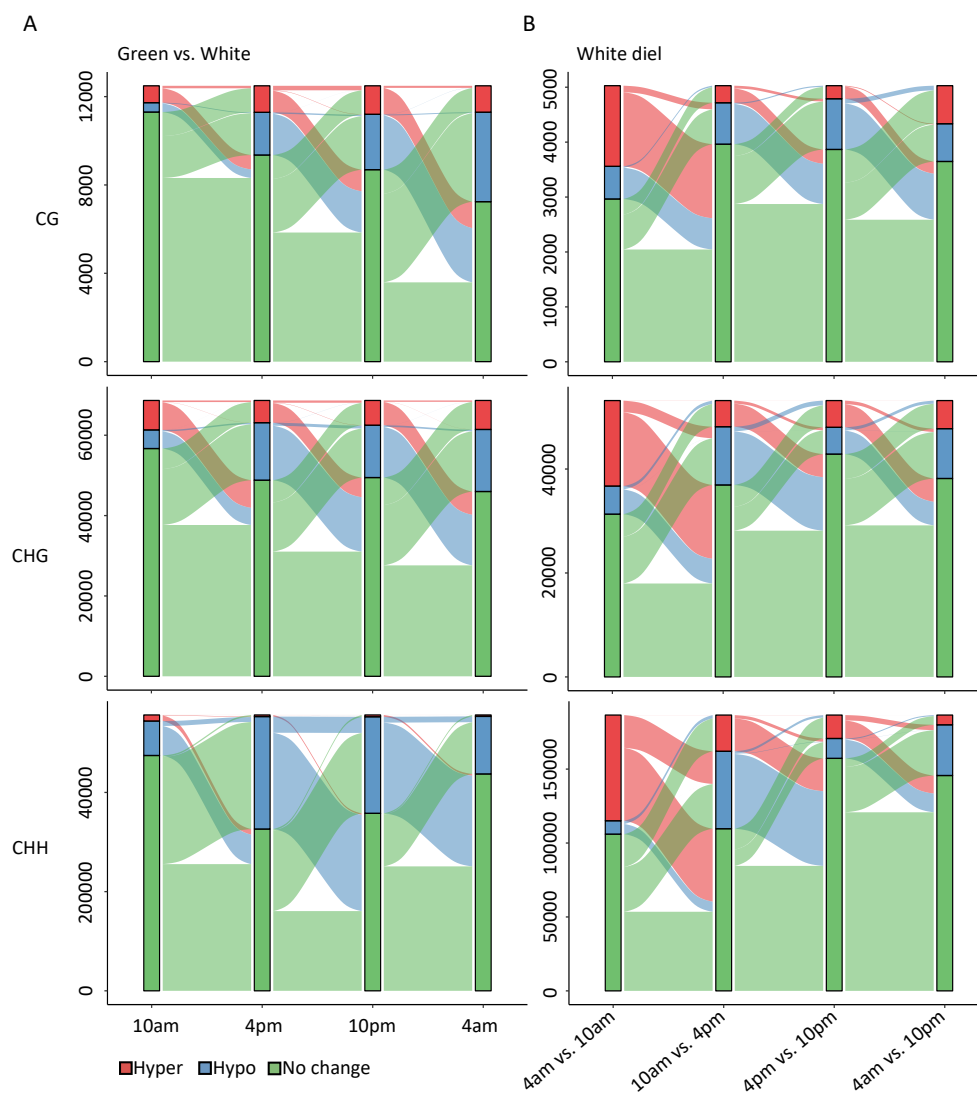

**Supplemental Figure 4. DMRs dynamics of pineapple green tip and white base leaf tissues at different periods.** (A) Sankey plot of DMR dynamics across different periods between green tip and white base. (B) Sankey plot of DMR dynamics across different periods of white base. DMRs of CG, CHG, and CHH contexts were shown.

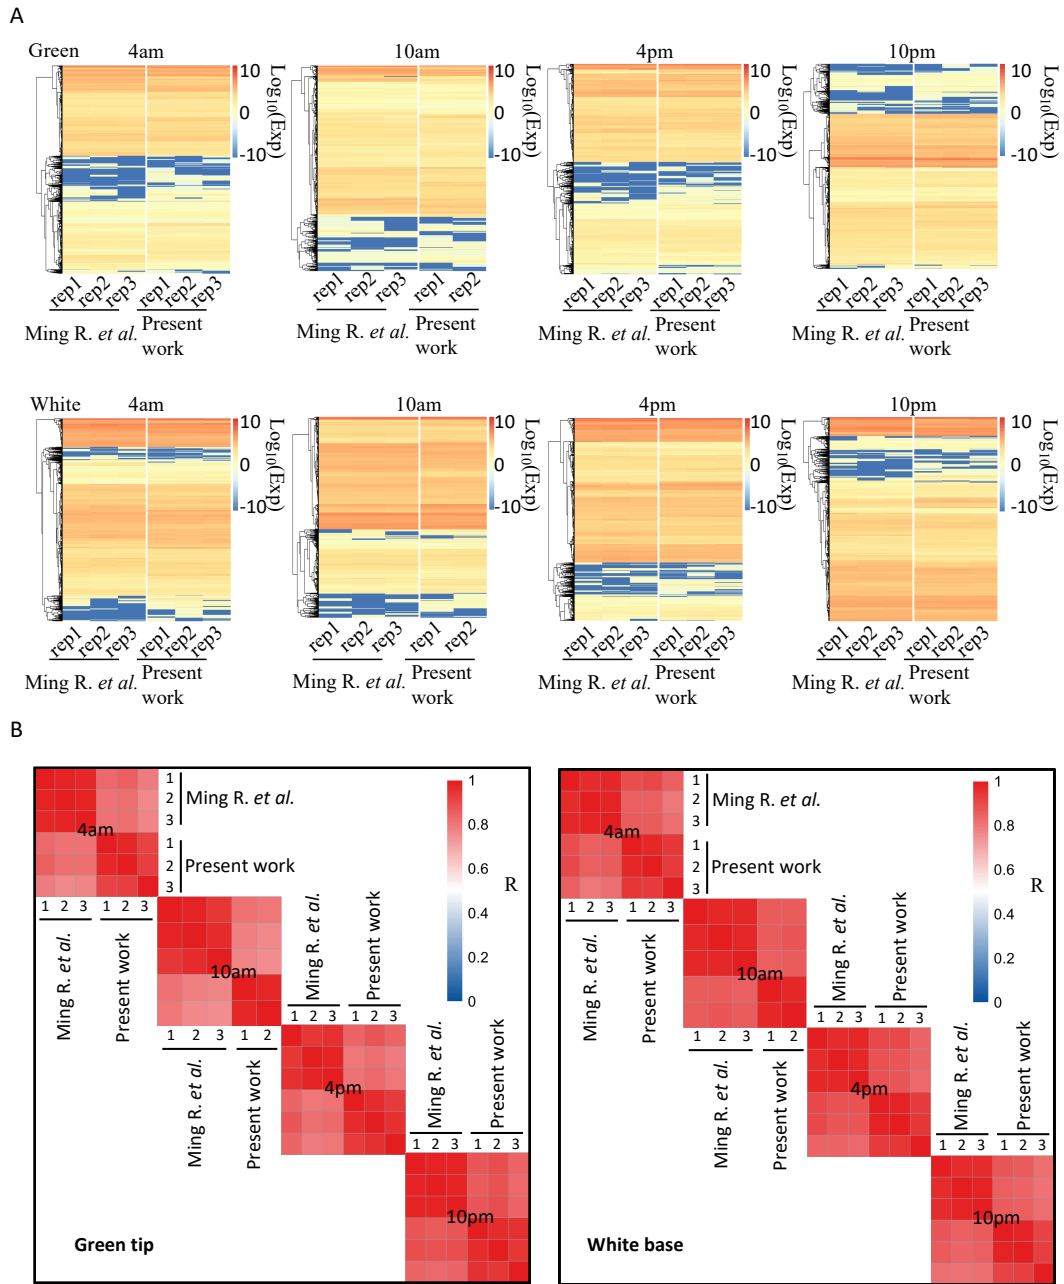

**Supplemental Figure 5. Correlation comparison between our transcriptome data and Ray M. et al (2015).** (A) Heat map showing hierarchical clustering of expression value between different replicates of data in present work and Ray M. et al. (2015). (B) Pearson correlation coefficient among our data and Ray M et al. (2015) data at different time periods of green and white leaf tissues.

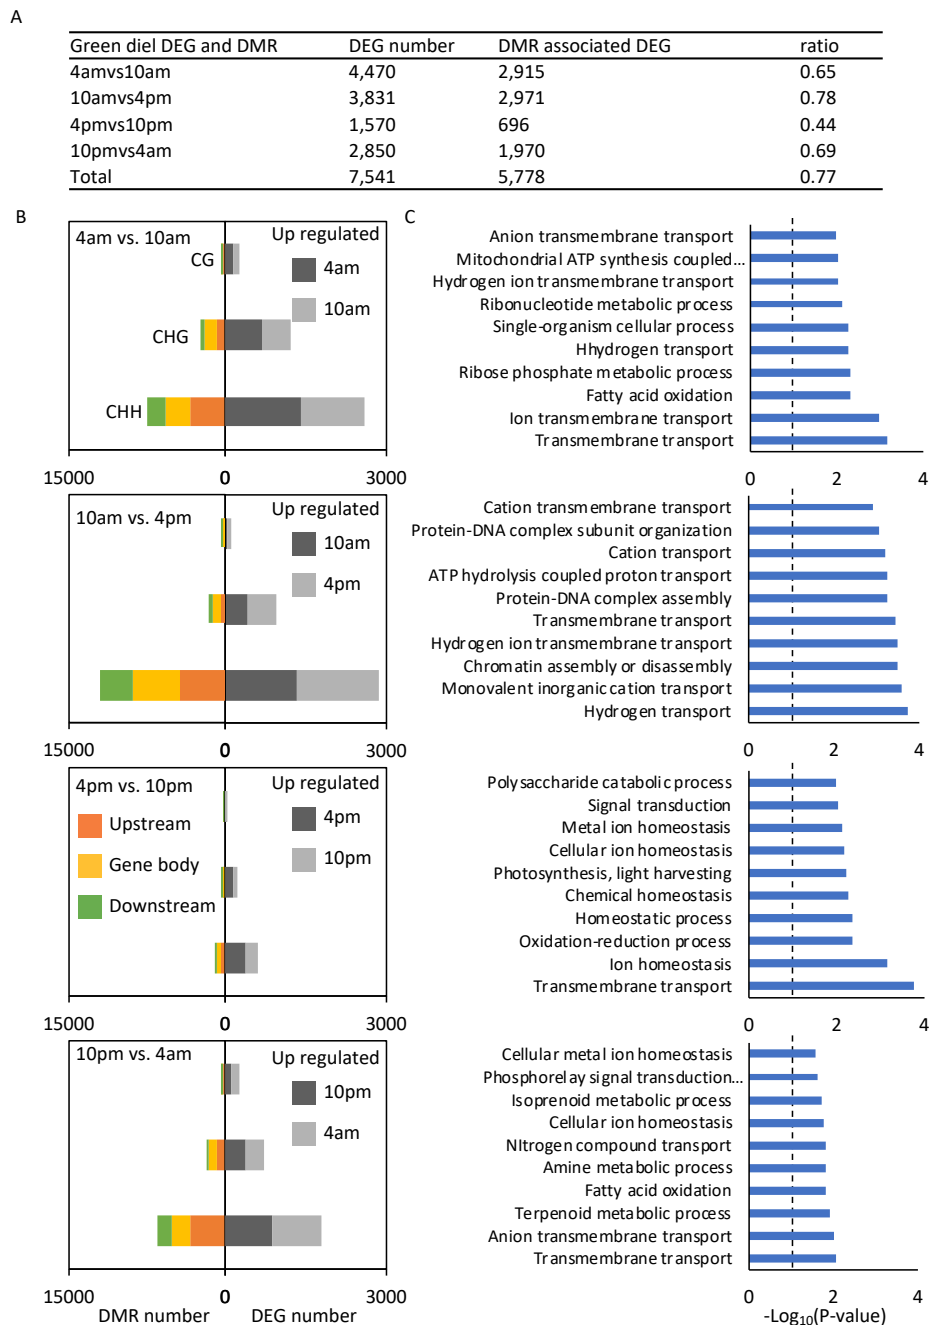

**Supplemental Figure 6. Differential methylation regions associated DEGs analysis of green tip.** (A) Summary of DEGs and DMR-associated DEGs of green tip at different diel periods. (B) The number of DMR-associated DEGs. DMRs were divided into up-/down-stream and gene body regions of CG, CHG and CHH contexts. (C) Enriched GO terms of DMR-associated DEGs of different time course.

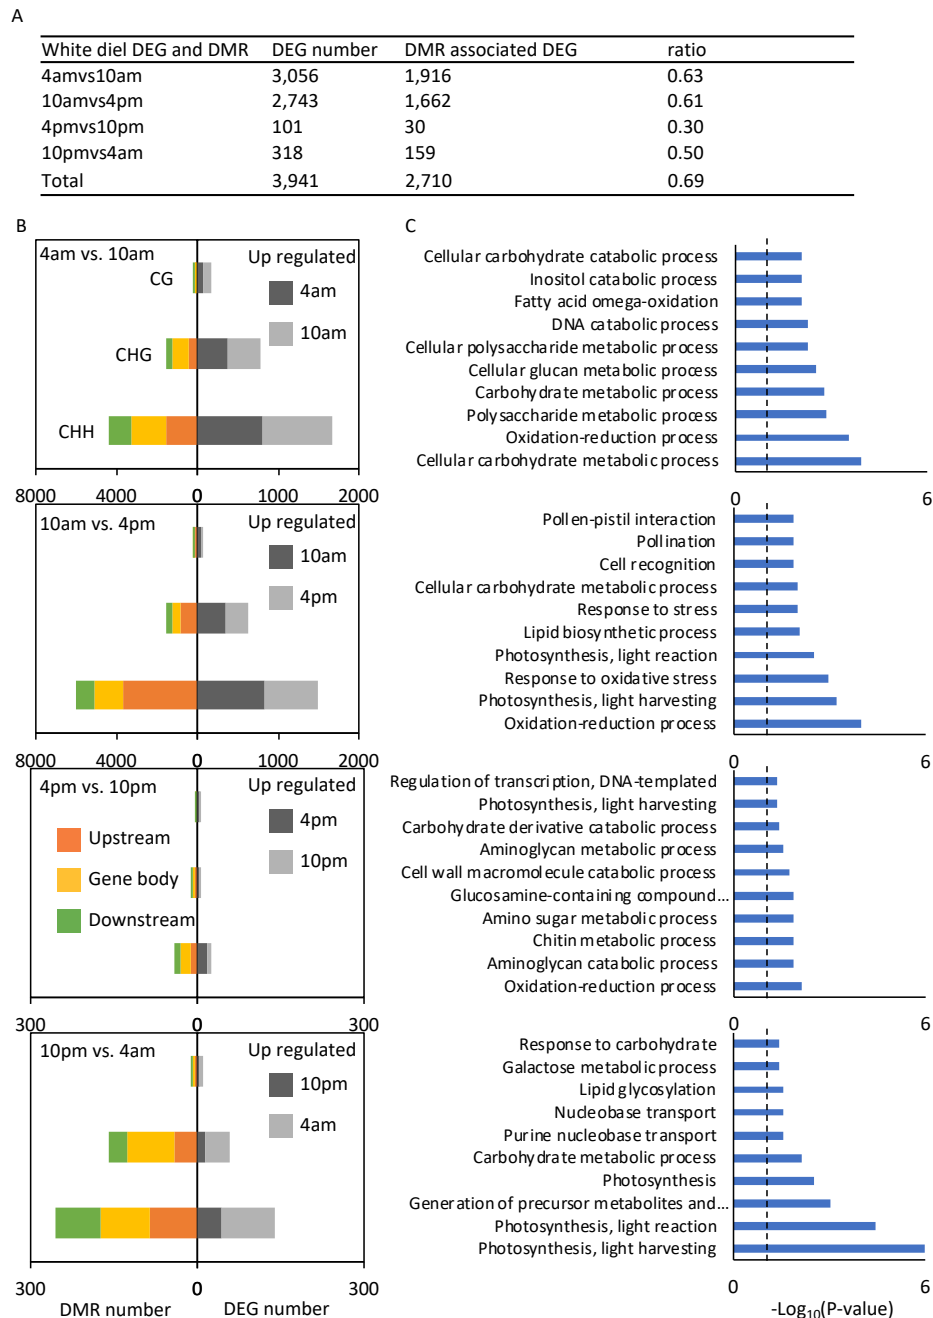

**Supplemental Figure 7. Differential methylation regions associated DEGs analysis of white base.** (A) Summary of DEGs and DMR-associated DEGs of white base at different diel periods. (B) The number of DMR-associated DEGs. DMRs were divided into up-/downstream and gene body regions of CG, CHG and CHH contexts. (C) Enriched GO terms of DMR-associated DEGs of different time course.

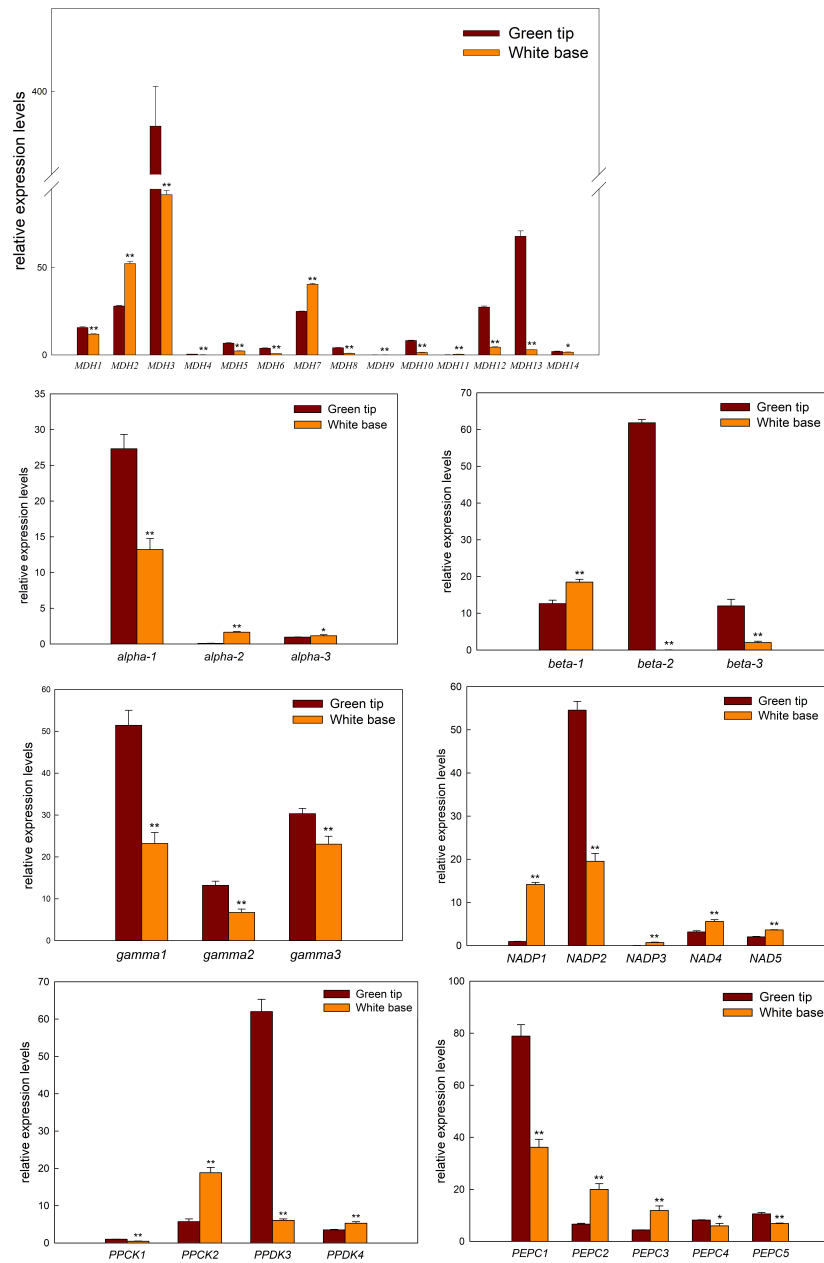

**Supplemental Figure 8. qRT-PCR validation of 37 selected CAM pathway related genes.** Double stars indicate P value < 0.01, and single star indicates P value < 0.05 (Student's t-test).

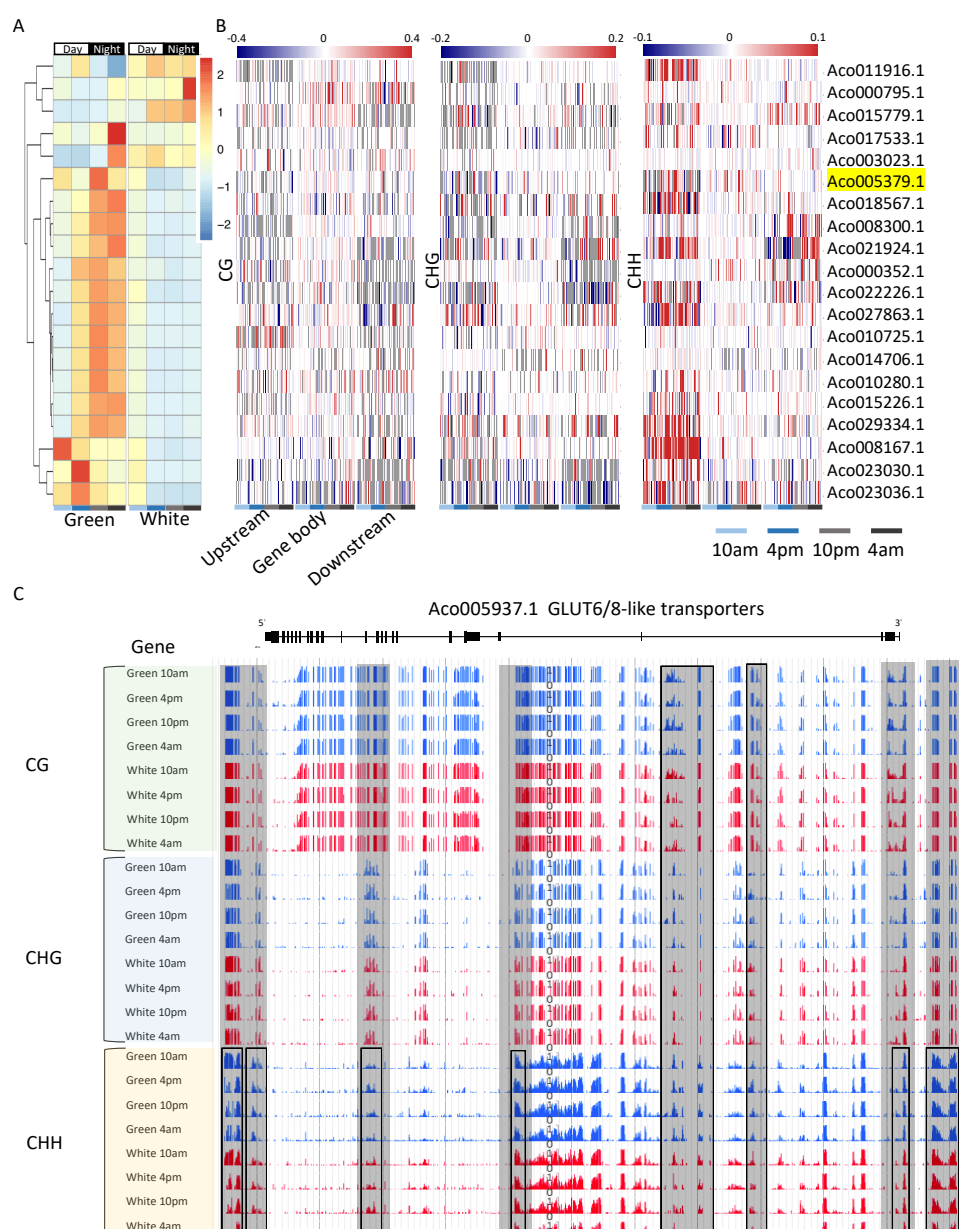

**Supplemental Figure 9. Diel expression patterns and DNA methylation of CAM related transporter genes.** (A) Expression patterns of CAM related transporter genes for the diel time course in green tip and white base. (B) DNA methylation divergence across CAM related transporter genes between green tip and white base at different time course. Upstream, gene body and downstream regions were divided into 20bins, and methylation levels of each bin were calculated. Methylation divergence between green tip and white base was calculated by Green-White. (C) Genome browser snapshot of DNA methylation changes of Aco005937.1 (GLUT6/8-like transporter).

How the deposited data were processed for this re-analysis (not part of the article)

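RNA-seq of the green tip and the white base of pineapple leaves was analysed from the matrix of FPKM values that the authors deposited. The labels name 4 RNA-seq libraries, 2 per tissue, without a time of day. They were assigned to 10 am because the paper's Supplemental Table 3 lists 2 libraries per tissue at that time point alone, and the correlation with Table 1 was used as a check of this assignment and not as its basis. The bisulfite sequencing libraries carry a tissue but no time of day in their labels, and no bisulfite sequencing file was analysed here.

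To make the FPKM values, the authors trimmed reads with Trimmomatic, aligned them with HISAT2, kept uniquely mapped reads and ran StringTie, as their Methods state. The Methods do not state how the libraries of a tissue were combined into 1 deposited FPKM value. The matrix has 3 value columns, the green tip, the white base and their mean, for 27024 genes. The authors called DEGs with DESeq2 on read counts, and that step was not repeated here because FPKM values are not counts. The low FPKM values were searched for a common step that would give the relative depth. Of 226 genes with a mean under 0.1 FPKM and above 0 in both tissues, at most 13 fell in the same bin of the log2 ratio, with bins 0.01 wide. That bin lay at a ratio of green tip to white base of 1.315. The number expected in a bin without a common step was not calculated, so a step is neither shown nor excluded. Depth was not recovered from this search, and the mapped reads of Supplemental Table 3 are given as the paper's. No interval or detection limit could be calculated from FPKM values.

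The analysis planned before the data were examined was limma on log2(FPKM + 1) of the 4 libraries, with camera for lists of genes. With 1 value per tissue there is no spread between replicates, so neither was run and no p-value is given for an expression difference. In their place, log2 ratios of green tip to white base were calculated with a pseudocount of 1 for genes with a mean over 0.5 FPKM, and genes at 2-fold or more were counted. The 2-fold criterion, planned only together with an adjusted p-value, became the criterion after the matrix was found to hold no replicates. For each of 6 lists of genes taken from the paper, the median log2 ratio was set against 10000 random lists of the same size, matched on mean expression in 20 bins, as a description of these values. The correlation of the log2 ratio with the methylation difference of 10 am DMRs in Supplemental Tables 4, 6, 7, 8 and 9 was set against 10000 shuffles in place of the planned p-value, for the same reason. Methylation, conversion and coverage values are from the paper's supplementary tables.

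The genes named in the text are those the paper names in its text, Table 1, Fig. 6 and Supplemental Figure 9, those of its lists that a passage describes, and the 2 genes with the largest rise and the 2 with the largest fall. Gene names come from the paper, since none of the gene identifiers matched the reference table of gene names used here. Coordinates are those of the paper's supplementary tables. Aco024971.1 has no row in the matrix analysed here.

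The alternatives were a pseudocount of 0.1, no filter, a mean over 1 FPKM, median-of-ratios scaling, rescaling of each column to a sum of 1000000 (TPM) and quantile normalization of log2 values. A criterion of 1.5-fold and a scaling of the green tip by its median ratio to Table 1 were added after seeing the data, as was quantile normalization for the comparison of FPKM with Table 1.

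Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The calculations were tested on simulated data. Of 200 genes with a simulated log2 change of 2, 100.0% were recovered with their sign, and 0.0% of 17896 unchanged genes passed 2-fold. The changed genes were drawn from those of higher FPKM and carried that change without spread. The unchanged genes had a spread far below 2-fold. Both shares therefore follow from the settings and check the code alone. They give no error rate for the 2-fold counts, since the spread between the real libraries is unknown. In a first run, 7 of 60 unchanged lists fell outside the central 95% of random lists, more than the nominal share. The test was therefore repeated with 600 unchanged lists, of which 5.5% fell outside. Of 300 unrelated pairs of variables, 4.67% fell outside the central 95% of shuffles.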

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

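Log2 ratios were judged against a 2-fold difference, and counts and FPKM levels against a change of 1.5 times. No paired analysis was possible because the matrix holds 1 value per tissue, and for the same reason the planned fits with limma, camera and fry, the adjusted p-values, the correlation between libraries of a tissue and the leaving out of single libraries were not run. Log2 ratios were followed for 55 of the genes named in the text; named genes at or below a mean of 0.5 FPKM have no log2 ratio here. Pseudocount, filter and median-of-ratios scaling left the direction of these genes and their side of 2-fold as they were, except that ROS1 (Aco018808.1) passed 2-fold with a pseudocount of 0.1, at -1.53 from -0.58. A filter cannot change the ratio of a single gene, and median-of-ratios scaling moved the ratio of the tissues by only -0.0085 on the log2 scale. Stability under filter and median-of-ratios scaling is therefore by construction. Aco016727.1 and ROS1 were not tested with a mean over 1 FPKM, and ROS1 was not tested with quantile normalization or with the scaling to Table 1. Of the 55 genes, 28 kept both direction and side in every setting in which they were tested. The number of genes at least 2-fold different ranged from 6628 with a mean over 1 FPKM to 9546 with TPM rescaling among the alternatives set before the data were examined, against 6981.

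TPM rescaling moved the most results. On the log2 scale of FPKM it changes the green tip by -0.18 and the white base by 0.71, so the ratio of the tissues moves by -0.89 before the pseudocount is added, and by less for genes with low FPKM once it is. By this construction 1648 genes were at least 2-fold higher in the green tip (3169 as deposited) and 7898 in the white base (3812 as deposited). The counts higher in the green tip became 0 for DNA methylation pathway genes, 6 for carbon fixation genes and 3 for CAM related transporters. They became 7 for glycolysis and gluconeogenesis, 2 for clock-related genes and 0 for MADS-box genes. The transporters are the genes labelled in Supplemental Figure 9, a list that holds invertase genes too. Among its 3 were the invertase genes Aco023030.1 (2.40) and Aco023036.1 (2.06). The counts higher in the white base became 25 for DNA methylation pathway genes, 11 for carbon fixation genes, 1 for clock-related genes and 4 for MADS-box genes. The median log2 ratio passed 2-fold for DNA methylation pathway genes (-1.34) and MADS-box genes (-1.26), fell below it for glycolysis and gluconeogenesis (0.76) and clock-related genes (0.18), and was reversed for carbon fixation genes (-0.61). The log2 ratio was reversed for Aco019038.1 (-0.23), Aco023760.1 (-0.81), Aco017533.1 (-0.44), Aco005379.1 (-0.034), Aco020962.1 (-0.65), NRPD4/NRPE4 (Aco018391.1, -0.37), SUVH2/9 (Aco026941.1, -0.78), DCL4 (Aco008189.1, -0.68), LDL1 (Aco002795.1, -0.50), LDL2 (Aco009449.1, -0.78) and Aco001261.1 (-0.43). Of the other genes followed, 6 fell below 2-fold and 8 passed it. The median of the transporters stayed under 2-fold, at 0.12 from 1.00. The percentile among random lists was 0.73 for DNA methylation pathway genes, against 0.53 as deposited, and 83.2 for carbon fixation genes, against 71.5 as deposited.

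The scaling of the green tip to Table 1, chosen after seeing the data, lowers the green tip by 0.46 on the log2 scale before the pseudocount is added. It gave 0 DNA methylation pathway genes higher in the green tip and 16 in the white base. In the transporter list 4 genes were higher in the green tip, among them the invertase genes Aco023030.1 and Aco023036.1. Of the clock-related genes 3 were higher in the green tip and 1 in the white base. Of the MADS-box genes 0 were higher in the green tip and 2 in the white base. The median of the clock-related genes was 0.60 and that of the transporters 0.55, and that of the carbon fixation genes was reversed at -0.22. It reversed Aco023760.1 (-0.38), Aco017533.1 (-0.00043), Aco020962.1 (-0.21), SUVH2/9 (-0.36), DCL4 (-0.26), LDL1 (-0.084) and LDL2 (-0.37). Of the other genes followed, 4 fell below 2-fold and 3 passed it.

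With quantile normalization the percentile of the carbon fixation genes was 90.5, the median of the clock-related genes was 0.98 and Aco020962.1 was reversed at -0.31, while 2 other genes followed fell below 2-fold and 1 passed it; the cause was not tested. With a pseudocount of 0.1 the median of the transporters passed 2-fold at 1.01, from 1.00, and 1 MADS-box gene was at least 2-fold higher in the white base; the smaller pseudocount enlarges ratios by construction. A criterion of 1.5-fold, also chosen after seeing the data, gave 4848 genes higher in the green tip. With every gene above 0 FPKM taken as expressed, the first of the 5 expression groups ended at 1.17 FPKM, from 2.93 FPKM, because genes of lower FPKM enter it.

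The Spearman correlation across genes between the 10 am DMR difference and the log2 ratio was 0.11 with CHH DMRs, -0.044 with CG and CHG DMRs added and -0.023 with gene body DMRs. All 3 values lay inside the central 95% of shuffles, so the change of sign is not a change of direction that these genes can resolve.

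The depth of the libraries does not enter the FPKM values in a form that gives an error, so the values of low genes carry an unknown counting error.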

Differences from the paper's values

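For each gene of Table 1, the paper's value for 10 am is set beside the value in the deposited matrix. The mean over the list in the green tip was 15.8 FPKM against the paper's 10.6, and the median 9.24 FPKM against the paper's 7.1, both within 1.5 times. In the green tip 13 of the 41 genes differed by more than 1.5 times or were printed as 0.00 by the paper and above 0 in the matrix, and in the white base 1 did. The paper gives 3.27 FPKM for VIM (Aco016212.1) in the green tip and the matrix 5.91, 53.21 for NRPD4/NRPE4 (Aco018391.1) and the matrix 114, 6.58 for NRPE5 (Aco000628.1) and the matrix 13.1, and 5.36 for DCL4 (Aco008189.1) and the matrix 10.0. The paper gives 7.29 FPKM for LDL1 (Aco002795.1) and the matrix 14.2, 1.65 for RDR6 (Aco016551.1) and the matrix 3.16, and 0.06 for ROS1 (Aco018808.1) and the matrix 0.219. For these 7 genes neither median-of-ratios scaling nor TPM rescaling, both set before the data were examined, closed the gap. Quantile normalization, which was added to this comparison after seeing the values, did not close it either. Median-of-ratios scaling hardly moves the green tip, for VIM from 5.91 to 5.89, so it could not have closed these gaps.

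The paper gives 8.82 FPKM for SUVH2/9 (Aco026941.1) and the matrix 14.5, 15.42 for KTF1 (Aco005272.1) and the matrix 24.8, 4.22 for LDL2 (Aco009449.1) and the matrix 6.64, and 7.75 for DME (Aco018501.1) and the matrix 12.3. With TPM rescaling these 4 genes were at 12.8, 21.9, 5.84 and 10.8, within 1.5 times of the paper's values. With median-of-ratios scaling and with quantile normalization they were not. TPM rescaling moved the white base away from Table 1, where 33 of 41 genes then differed. The scaling of the green tip to Table 1, chosen after seeing the values and fitted to them, brought VIM, NRPE5, SUVH2/9, DCL4, KTF1, LDL1, LDL2, RDR6 and DME within 1.5 times of the paper's values, but not NRPD4/NRPE4, ROS1, CMT3 or MORC6.

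The paper prints 0.00 FPKM for CMT3 (Aco013381.1) in the green tip, where the matrix has 0.0488, and 0.00 for MORC6 (Aco020316.1) in both tissues, where the matrix has 0.0359 in the green tip and 0.0858 in the white base. Median-of-ratios scaling and TPM rescaling multiply a column by a positive factor, so they cannot turn these values into 0 and do not test the difference. Quantile normalization did not give 0 for them.

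The paper states that a pair of gamma-CA genes are high in the green tip and low in the white base, and its sentence does not name them. In the matrix at 10 am the gamma-CA gene with the largest log2 ratio, Aco019038.1, had 68.1 and 43.2 FPKM, and none of the 4 was at least 2-fold higher in the green tip. For the qRT-PCR of Supplemental Figure 8 the tissue with the higher bar was read by eye for 34 of 37 genes. In 23 genes it was the tissue with the higher FPKM and in 11 it was the other, 9 of which were within 2-fold in FPKM. Among these 11 genes 2 differed at least 2-fold in FPKM, the beta-CA gene Aco002732.1 (40.3 FPKM in the green tip and 15.9 in the white base), higher in the white base by qRT-PCR, and the gamma-CA gene Aco017803.1 (1.41 and 5.58 FPKM), higher in the green tip by qRT-PCR. The figure and its legend name no time of day, and the Methods list RNA taken at 10 am, 4 pm, 10 pm and 4 am for qRT-PCR, so the time points of the 2 measures were not matched.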

Other observations

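The test of DMR methylation against expression was set before its result was seen. The other tests described here were chosen after the values they rest on, or values related to them, had been seen.

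The green tip values of the matrix lay above the paper's Table 1 while the white base values did not. Over 37 genes above 1 FPKM in both 10 am columns of Table 1, the median ratio of the matrix to Table 1 was 1.37 in the green tip, and 36 of the 37 genes were higher in the matrix. On the log2 scale the median was 0.46 in the green tip and -0.01 in the white base. A single factor applied to the values of Table 1 stays open. The log2 ratios in the green tip had an SD of 0.26 across genes, where rounding of the printed values allows at most 0.0044, but the white base, which was not shifted, had an SD of 0.15, so scatter above rounding does not exclude a factor. Another treatment of transcript length is argued against as the whole cause of the shift in the green tip. There the median log2 ratio was 0.44 for 5 proteins under 400 aa and 0.42 for 17 proteins of 1000 aa or more, a difference of 0.022, and Spearman's rho with protein length was -0.09. In the white base the medians were 0.18 and -0.02 and rho was -0.37, so a part played by length is not excluded. Libraries of other time points mixed into the column are argued against as the whole cause, since the SD of the log2 difference was 0.44 to the mean of the 4 time points of Table 1 and 0.27 to 10 am alone. Another set of reads or another version of the annotation stays open and was not tested.

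The DNA methylation pathway genes had a median log2 ratio of -0.53, below nearly all random lists matched on mean expression, at a percentile of 0.53. A scaling factor of the green tip column moves the list and the random lists alike, so it is argued against as the cause of this position. The percentile was between 0.44 and 0.81 under the alternatives. In the 10 am columns of the paper's Table 1, 36 of the 41 genes were higher in the white base, and 26 were so at all 4 time points. A hypothesis is that the pathway is more expressed in the white base, which lies at the base of the leaf, and the difference has no replicate check. A difference in cell types between the tissues was not tested. The paper reports higher CHH methylation in the green tip, the tissue with the lower expression of this list. The list pools genes whatever their role. It includes DME, ROS1 and DML2, which Table 1 sets under Others and which were lower in the green tip too. Its median therefore predicts no direction of methylation.

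Across 51 genes of the supplementary tables with a CHH DMR at 10 am, the mean difference in methylation between green tip and white base was set against the log2 ratio of expression. The hypothesis was that genes more methylated in the white base are more expressed in the green tip, which would give a negative correlation. Pearson's r was -0.04 and Spearman's rho 0.11, at the 77.3rd percentile of 10000 shuffles, whose central 95% ran from -0.28 to 0.27. Without the 2 genes farthest from the median methylation difference, r was -0.11 and rho 0.06. With CG and CHG DMRs added, over 55 genes, r was -0.21 and rho -0.044. With gene body DMRs alone, over 23 genes, r was -0.21 and rho -0.023, and without 2 genes r was -0.30. With upstream DMRs alone, over 31 genes, r was 0.16 and rho 0.19. The correlation is across genes, which are not independent replicates, and the genes were chosen by the paper as carrying DMRs. Each rho over a full set of genes lay inside the central 95% of its shuffles. Pearson's r and the values without 2 genes were not set against shuffles. A negative correlation and none cannot be told apart with this number of genes.

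The paper's Supplemental Table 4 lists 67 DMRs for the beta-CA gene Aco006181.1 over the day. At 10 am 14 of 26 were lower in the green tip and at 4 am 8 of 22. At 4 pm 0 of 12 and at 10 pm 0 of 7 were lower in the green tip. Over all genes of these supplementary tables at 10 am, 12 of 12 CG DMRs, 27 of 35 CHG DMRs and 51 of 197 CHH DMRs were lower in the green tip. No explanation of these counts was tested.

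In the paper's Supplemental Table 1, CHH methylation was 2.63 percentage points higher in the green tip than in the white base, as the mean over 4 time points with 2 libraries per tissue each. The difference was smallest at 10 am, the time point of the expression values, with means of 11.2% in the green tip and 10.3% in the white base, and largest at 4 pm, with 15.8% and 11.8%. An exact two-sided permutation of the tissues within time points gave p = 0.0015 over 1296 arrangements, the smallest p they can give. The same exact permutation gave p = 0.22 for CG and p = 0.27 for CHG methylation. Incomplete bisulfite conversion is argued against, since the difference was 2.56 percentage points after each library's share of unconverted cytosines was subtracted, again with p = 0.0015 from the exact permutation.

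The rise of CHH methylation in the green tip at 4 pm and 10 pm in the same table goes together with a technical difference. The paper's coverage per 1000000 aligned reads was between 0.283 and 0.379 in the 8 libraries of 4 am and 10 am, and between 0.400 and 0.552 in the 8 libraries of 4 pm and 10 pm. Green tip CHH methylation was 11.0% to 13.4% in the first and 14.5% to 17.2% in the second, and white base CHH methylation was 9.04% to 10.7% and 10.7% to 12.9%. A difference in sequencing or processing between these pairs of time points and a diel rhythm cannot be told apart, because every library of a pair of time points falls on one side. The comparison of tissues within a time point is not affected by this split.

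The mapping ratio of RNA-seq reads in the paper's Supplemental Table 3 was 80.6% to 82.8% in the 4 libraries of 10 am, with 82.77% as the highest, and 83.9% to 91.6% in the 18 libraries of the other time points. A separate batch at 10 am and an effect of the time of day cannot be told apart, since all libraries of 10 am lie on one side. Both tissues of 10 am share it, so it does not separate the tissues compared here.

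Among genes with a mean over 0.5 FPKM, the 2 largest rises in the green tip were in Aco014602.1, with 2532 FPKM against 1.74 FPKM in the white base, and Aco021598.1, with 2171 against 3.81 FPKM. The 2 largest falls were in Aco007113.1, listed at 0 in the green tip with 584 FPKM in the white base, and Aco026393.1, with 1.24 against 1302 FPKM. The paper's text does not name these genes, and no explanation was tested.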
